# Immune competence and spleen size scale with colony status in the naked mole-rat

**DOI:** 10.1098/rsob.210292

**Published:** 2022-04-06

**Authors:** Valérie Bégay, Branko Cirovic, Alison J. Barker, Robert Klopfleisch, Daniel W. Hart, Nigel C. Bennett, Gary R. Lewin

**Keywords:** hyperplasic spleen/splenomegaly, adaptive immune system, lymphopoiesis, extramedullary haematopoiesis, eusociality, naked mole-rat

## Abstract

Naked mole-rats (NM-R; *Heterocephalus glaber*) live in multi-generational colonies with a social hierarchy, and show low cancer incidence and long life-spans. Here we asked if an immune component might underlie such extreme physiology. The largest lymphoid organ is the spleen, which plays an essential role in responding to immunological insults and may participate in combating cancer and slowing ageing. We investigated the anatomy, molecular composition and function of the NM-R spleen using RNA-sequencing and histological analysis in healthy NM-Rs. Spleen size in healthy NM-Rs showed considerable inter-individual variability, with some animals displaying enlarged spleens. In all healthy NM-Rs, the spleen is a major site of adult haematopoiesis under normal physiological conditions. However, myeloid-to-lymphoid cell ratio is increased and splenic marginal zone showed markedly altered morphology when compared to other rodents. Healthy NM-Rs with enlarged spleens showed potentially better anti-microbial profiles and were much more likely to have a high rank within the colony. We propose that the anatomical plasticity of the spleen might be regulated by social interaction and gives immunological advantage to increase the lifespan of higher-ranked animals.

## 1. Introduction

Disease susceptibility is regulated by multiple factors including environmental stress and genetic factors. The immune system plays a critical role in protecting animals from infections and cancer. Optimal immune function is associated with healthy ageing [1,2]. In cases of pathogenic insult, the immune system protects the organism by engaging both innate and adaptive immune responses via either myeloid cells (granulocytes, macrophages and monocytes) and natural killer (NK) cells or lymphocytes and dendritic cells, respectively. Deregulation of the immune system is a critical factor in cancer and ageing as immune function declines with age [2].

Naked mole-rats (NM-Rs; *Heterocephalus glaber*) show an extraordinarily long lifespan for their small size (greater than 30 years) [3,4] and display a low cancer incidence [5–7]. Many features of NM-R physiology and habitat might contribute to the low cancer incidence, such as unique metabolic adaptations and hypoxia tolerance [8–10]. Recently, it has been shown that transformed NM-R cells can form tumours in mice [11], suggesting that non-cell autonomous mechanisms might eliminate tumorigenic cells before their spread in NM-Rs. Thus, the NM-R shows promise as an animal model to study the role of the immune system in cancer and ageing. NM-Rs are eusocial mammals that live in large colonies (on average 40–70 individuals), dominated by the queen, who is normally the only breeding female [12–14]. In our laboratory, we have kept NM-R breeding colonies for more than 10 years. Over the last 4 years we have been monitoring the health status and mortality of our NM-Rs, which rarely die in captivity. Indeed, we observed only one major cause of death, which was following fights with rivals during attempts to replace the breeding queen. Often, injured animals have unhealed infected wounds and have to be euthanized. *In vivo* experiments have shown that NM-Rs did not survive viral infections due to coronavirus or herpes simplex virus [15,16]. Single-cell-RNA sequencing analysis of the spleen and the peripheral blood of young adults showed that NM-Rs have a high myeloid to lymphoid cell ratio, but appear to lack classic NK cells [17]. These observations suggest that the NM-R immune system may differ significantly from that of conventional laboratory rodents.

In adulthood, secondary lymphoid organs like the spleen and lymph nodes participate in immune homeostasis. In humans and rodents, extramedullary haematopoiesis takes place in the spleen to support adult bone marrow haematopoiesis under stress conditions [18,19]. In addition, the spleen can also supply cells that stimulate cancer progression in mouse tumour models [20,21]. Hence, depending on the context, the spleen may support haematopoiesis, prevent the growth of cancer cells or facilitate the development of tumours in mice. In NM-R little is known about the structure and function of the spleen in normal physiological and pathological conditions. Here we investigated the role of the spleen in healthy NM-Rs using molecular profiling and anatomical analysis.

We show that the size of the spleen varies markedly between healthy NM-Rs, with higher-ranked animals displaying a larger spleen with pro-inflammatory features. NM-Rs with enlarged spleens did not show immature myeloid cells in the peripheral blood as observed in injured NM-Rs with wounds. In all healthy NM-Rs splenic and peripheral blood cell frequency showed an increased myeloid to lymphoid ratio, low bone marrow cellularity and extramedullary haematopoiesis taking place in the spleen with increased erythropoiesis, megakaryopoiesis and myelopoiesis, but reduced B lymphoid lineage compared to mice. B and T lymphocytes were found in secondary sites such as the lymph nodes, gut lymphoid sites and in the thymus, but the latter showed an unexpectedly reduced size in young adults. Our data suggest that, unlike other rodent species, the NM-R spleen is a major site of adult haematopoiesis under normal physiological conditions. However, the reduction in B lymphoid lineage suggests that NM-R immune system relies mainly on innate immune response with a more restricted adaptive immune response.

## 2. Results

### 2.1. Variable spleen size in NM-Rs

In order to study the structure and function of the NM-R spleen, we collected data from NM-R spleens over the last 4 years from a group of randomly sampled healthy animals (*n* = 34) aged between 1.3 and 5 years old, excluding breeding males and queens. Surprisingly, we observed that spleen mass and length varied considerably across healthy NM-Rs (figure 1*a*). Spleen size expressed as percentage of body mass (%BM) in C57BL/6N mice (*n* = 40, aged between 1 and 5 months) was on average 0.32% versus 0.26% in NM-Rs (*n* = 34). However, spleen size was much more variable in NM-Rs with healthy animals displaying very large or very small spleens (figure 1*a*). We divided the NM-Rs into two groups based on spleen size frequency distribution that showed a dip at around 0.25% of BM (electronic supplementary material, figure S1A). We classified NM-Rs according to spleen size, in the categories of small spleens (ssNM-R: %BM ≤ 0.26%) and large spleens (lsNM-R: %BM > 0.26%) (figure 1*b*). The mean spleen mass was 0.18% for ssNM-Rs and 0.35% for lsNM-Rs and the latter showed spleen masses similar to those of mice (figure 1*b*). Since the liver and the spleen can both be sites of extramedullary haematopoiesis and could become enlarged during infection or inflammation in rodents [18,19,22], we also measured liver mass (expressed as %BM) in the same NM-R cohort. Mean liver mass was slightly smaller in ssNM-Rs compared to NM-Rs with large spleens (figure 1*c*). NM-R livers (combined ssNM-R and lsNM-R) were significantly smaller compared to mice (figure 1*c*), but the liver size-frequency distribution showed a normal distribution in contrast to the spleen size-frequency distribution (electronic supplementary material, figure S1A, S1B). In NM-Rs the spleen size increased with age, while the liver mass was not affected by age (electronic supplementary material, figure S1C, S1E). In mice both organs decreased in size with age (electronic supplementary material, figure S1D, S1F). The mean age of ssNM-Rs was 29.7 ± 2.3 months versus 36.3 ± 2.9 months for lsNM-Rs which was not significantly different (unpaired *t*-test: *p* = 0.084). Spleen size was independent of sex in NM-Rs whereas female mice showed larger spleens compared to males (electronic supplementary material, figure S1G). Thus, the dynamics of spleen growth in young adult NM-Rs differed considerably from that of age-matched mice. Among the 34 NM-Rs, 29 were taken from three distinct colonies (named A, B and C), mean spleen mass was not different between colonies (electronic supplementary material, figure S1H).

**Figure 1.**
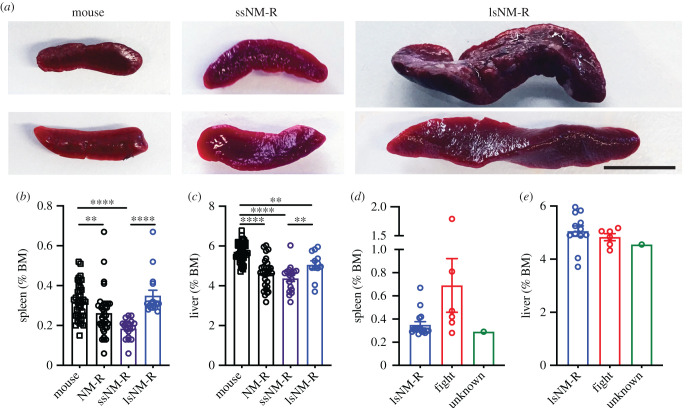
Variable spleen size in NM-Rs. (*a*) Representative images of NM-R small (ssNM-R) and large (lsNM-R) spleens compared to mouse spleens. Scale bar = 1 cm. (*b*) Spleen weight expressed as % of body mass (% BM) for mice (*n* = 40) and NM-Rs (*n* = 34 combined ssNM-R and lsNM-R, *n* = 18 ssNM-R, *n* = 16 lsNM-R). (*c*) Liver weight expressed as % BM for mice (*n* = 40) and NM-Rs (*n* = 30 combined ssNM-R and lsNM-R, *n* = 18 ssNM-R, *n* = 12 lsNM-R). (*d,e*) Comparison between spleen weight (*d*) and liver weight (*e*) of lsNM-Rs (same data as in (*b*,*c*)) and injured NM-Rs plotted per type of sickness (fighters *n* = 6 and unknown cause of sickness *n* = 1). Percent of BM (% BM) for each tissue type was calculated with BM and tissue weight in g. Graphs represent mean ± s.e.m. Unpaired *t* test: *p* value * < 0.05, ** < 0.01 and **** < 0.0001.

### 2.2. Splenomegaly in lsNM-Rs is not associated with signs of infection

We next asked whether NM-Rs with enlarged spleens showed signs of ongoing illness or infection, as is the case for other rodents. Enlarged spleen (splenomegaly) may result from extramedullary haematopoiesis in the spleen and liver of individuals suffering from anaemia, neoplasia or myeloid hyperplasia in response to an infection or inflammation. Over a four-year period we collected the spleen and liver from seven sick NM-Rs. Among them, six animals were wounded from fighting and three of these animals had macroscopically infected wounds. These six animals served as positive controls for infection-associated splenomegaly (cohort named fight or NM-R fighters). One remaining animal showed signs of sickness, but of unknown cause. The injured NM-Rs that had engaged in fights showed the largest spleens (mean = 0.69% of BM) (figure 1*d*). The spleen size of NM-R fighters was twice the size of healthy NM-Rs (combined, mean = 0.26% of BM) or of the lsNM-R (mean = 0.35%) (figure 1*b,d*), indicating that splenomegaly does occur in NM-Rs following infection. There was no indication of enlarged livers in sick NM-Rs regardless of illness type (figure 1*e*).

In rodents and humans, increased numbers of immature myeloid progenitors and monocytes in peripheral blood are indicators of infection [23,24]. Since little is known about the blood cells of NM-R, we first examined bone marrow cells from healthy NM-Rs, the primary site of haematopoiesis in which haematopoietic stem cells generate all immune cells including erythroid, myeloid and lymphoid lineages. NM-R femurs were paler in colour than mouse femurs, suggesting lower haemoglobin and erythrocyte numbers (figure 2*a*). Cytospins of bone marrow cells that were not subjected to erythrocyte lysis indicated that all cell types of the erythroid lineage including mature erythrocytes, reticulocytes, orthochromatic erythrocytes and erythroblasts are present in the bone marrow of the NM-R (figure 2*b*). In addition, all known haematopoietic cell types found in mouse bone marrow were also present in the NM-R including myeloid and lymphoid lineages (figure 2*b*). Surprisingly, in NM-Rs the immature neutrophils (also called band neutrophils) are stab-cell-shaped, similar to those of humans [24], while characteristic ring-shaped neutrophils of the mouse and rat were not found (figure 2*b*). Furthermore, the cell number was 3 times lower in NM-R femur compared to mouse femur (7.3 × 10^6^ in NM-R versus 25 × 10^6^ in mouse, figure 2*c*). Bone marrow haematopoietic cells differentiate and are found in the peripheral blood from where they can be further characterized. We, therefore, analysed 23 NM-R blood samples from healthy animals (*n* = 11 from ssNM-Rs and *n* = 12 from lsNM-Rs) using an automated blood counter and mouse blood as reference (electronic supplementary material, figure S2A–S2E). We found similar total white blood cell counts in both species (electronic supplementary material, figure S2A), but the frequency of the various cell populations was altered with an increased neutrophil/lymphoid ratio and a higher number of monocytes in the peripheral blood of NM-Rs (electronic supplementary material, figure S2B–S2D). The eosinophil count was only modestly increased (electronic supplementary material, figure S2E). These blood counts were similar in NM-Rs with small and large spleens, with ssNM-Rs showing slightly lower white blood cell counts (electronic supplementary material, figure S2A). Thus, our data indicate that the bone marrow of NM-Rs can give rise to all cell types described in mice and humans, but the distribution of the haematopoietic cells in peripheral blood was more similar to that of humans with increased circulating myeloid cells at the expense of circulating lymphocytes.

**Figure 2.**
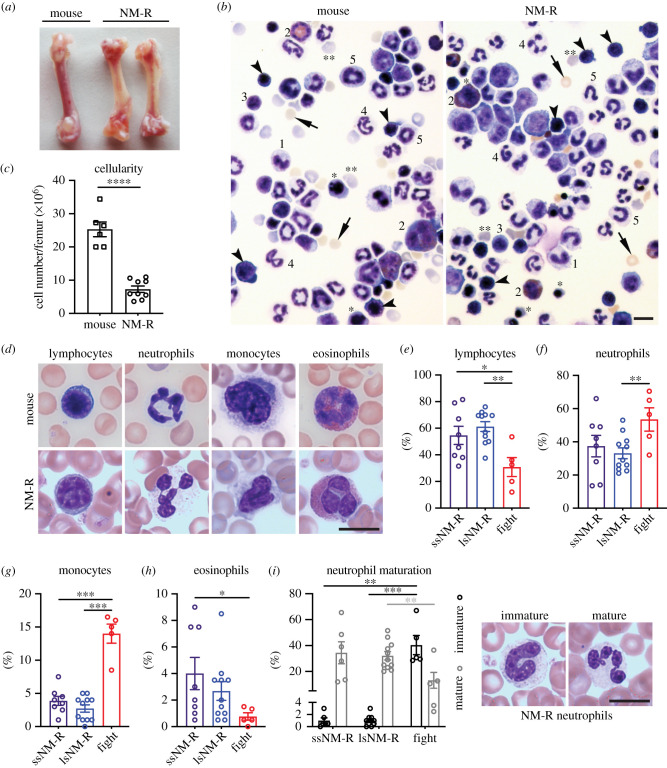
Wounded NM-Rs show high immature neutrophil count in peripheral blood unlike lsNM-Rs. (*a*) Representative images of femur from mouse and NM-R, (*b*) May–Grünwald staining of bone marrow cell cytospin without red blood cell lysis. Arrowhead: erythroblast; *orthochromatic erythroblast; **reticulocytes; arrow: mature erythrocytes; 1: monocytes; 2: eosinophils; 3: lymphocytes; 4: neutrophils; 5: band neutrophils. (*c*) Number of blood cells per femur, *n* = 6 mice, n = 9 NM-Rs. (*d*) Representative images of May–Grünwald staining of white blood cells in peripheral blood smears of NM-R and mice: lymphocytes, neutrophils, monocytes and eosinophils. (*e–h*) Percentage of lymphocytes (*e*), neutrophils (*f*), monocytes (*g*) and eosinophils (*h*) in the peripheral blood of NM-Rs using May–Grünwald staining of blood smears: *n* = 8 ssNM-R, *n* = 11 lsNM-R and *n* = 5 NM-R fighters. (*i*) Left panel: percentage of immature and mature neutrophils counted in blood smear of *n* = 8 ssNM-R, *n* = 11 lsNM-R and *n* = 5 NM-R fighters. Right panel: representative images of May–Grünwald staining of NM-R immature and mature neutrophils. All scale bars = 10 µm. Graphs represent mean ± s.e.m. Unpaired *t* test: *p* value * < 0.05, ** < 0.01, *** < 0.001 and **** < 0.0001.

These data suggested that lsNM-Rs with enlarged spleens are healthy. To verify this, we examined in detail monocytes and immature neutrophil populations in the peripheral blood of animals with infection or inflammation (NM-R fighters) and compared them to those from lsNM-Rs. Analysis of May–Grünwald stained blood smears from 19 NM-R healthy animals (*n* = 8 ssNM-Rs and *n* = 11 lsNM-Rs) confirmed blood counter data (figure 2*d–h*; electronic supplementary material, figure S2B–S2E). Interestingly, blood smears from NM-R fighters (*n* = 5) showed dramatic increases in the monocyte population and a reduction in lymphocytes compared to all NM-R cohorts (figure 2*e,g*). In addition, 53% of the white blood cells were immature neutrophils (band neutrophils) and 13% were segmented neutrophils (mature stage) in the peripheral blood of the NM-R fighters, indicating an active immune response against infection or inflammation (figure 2*i*). By contrast, almost exclusively mature neutrophils (segmented neutrophils: 33 to 41% of white blood cells versus ≤ 1% of immature neutrophils) were found in healthy NM-Rs (ssNM-R and lsNM-R) (figure 2*i*). Our results clearly demonstrate that NM-Rs with apparent splenomegaly do not show myeloid hyperplasia like injured NM-Rs.

### 2.3. Increased myeloid and reduced lymphoid lineages in NM-R spleen

The differences in spleen size found in healthy NM-R cohorts might reflect specific cell type hyperplasia between both cohorts. To address this, we applied global gene expression profiling to investigate molecular differences between small and large NM-R spleens compared to the mouse. 

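Spleen RNA from 3 mice, 3 ssNM-Rs and 3 lsNM-Rs was sequenced, with 1 library per animal. According to the sample labels the mice were males of 2 months, and the NM-Rs were between 23 and 30 months old and male except for lsNM-R 4, so species differs together with age in these libraries. The paper's methods name a NovaSeq instrument, total RNA libraries and Promega as the maker of the RNeasy kit, whereas the labels name a HiSeq instrument, mRNA libraries and Qiagen, and it is not known which holds. The authors aligned the reads of each species to its own genome, counted them per gene, gave NM-R genes the names of their mouse homologues and divided the counts by DESeq2 size factors computed over both species. The resulting table holds normalized counts for 12946 genes by symbol, of which 1025 carry only an NM-R identifier. Every value was a whole multiple of one step per library, which returned the whole reads of each gene. Between 10441982 and 11180912 reads per mouse were recovered, with a median of 10965902. The ssNM-R libraries held between 7815326 and 18219644 reads (median 8985705) and the lsNM-R libraries between 8327759 and 18387599 (median 16883689). The NM-R libraries fell into 3 with 8985705 reads or fewer (ssNM-R 2, ssNM-R 3 and lsNM-R 1) and 3 with 16883689 or more (ssNM-R 6, lsNM-R 4 and lsNM-R 5). Each class holds spleens of both cohorts but only 1 of one of them, so the cohorts were not tested inside a single class. The depth class was used as a term in fits over both classes instead. For the comparisons, 1 was added to each normalized count, log2 values were taken, and a mean per group was fitted for all 9 spleens in limma with a trended variance, 2-sided tests and Benjamini-Hochberg adjustment over all genes. Unless a cohort is named, NM-R values are means over the 6 NM-R spleens, and the adjusted p belongs to the mean of both cohorts against mice. A gene is called differentially expressed at an adjusted p under 0.05. Positions of genes are those of the mouse gene of the same symbol in mm9, and NM-R positions were not analysed here.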

We also compared RNAseq data from mouse spleens with NM-R in order to reveal whether NM-R and mouse spleen share molecular signatures. Global comparison of transcriptomes (including transcripts from 12 946 genes) indicated major differences between the two species and high similarity between ssNM-R and lsNM-R (figure 3*a*). 

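The Euclidean distance between 2 spleens over the log2 values of all genes averaged 271 ± 4.21 (SD, 18 pairs) between NM-R and mouse. It averaged 74.0 ± 7.03 (SD, 15 pairs) among NM-R spleens and 59.1 ± 6.37 (SD, 3 pairs) among mouse spleens. Pairs share spleens, so these SDs describe a spread and are not errors of independent values. The distance between species was 3.66 times that among NM-Rs (SD 0.353), and 4.75 times when only the 3000 most variable genes were used, the setting that moved it most. Pairs of 1 ssNM-R and 1 lsNM-R were 73.8 ± 6.46 apart (SD, 9 pairs), compared to 79.1 ± 9.71 (SD, 3 pairs) among ssNM-Rs and 69.5 ± 3.86 (SD, 3 pairs) among lsNM-Rs. Their ratio to the distance within cohorts was 0.993 (SD 0.143), so the cohorts were no farther apart than spleens of one cohort. Across genes, which are not independent replicates, Pearson's r of the log2 values lay between 0.715 and 0.749 for NM-R and mouse spleens and between 0.972 and 0.984 among NM-R spleens.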

Principal component analysis and Venn diagram analysis also showed clear species differences and only loose clustering of large and small NM-R spleens (electronic supplementary material, figure S3A,B). 

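In a principal component analysis of the 3000 most variable genes, the first component held 93.3% of the variance and the second 1.77%. The 3 mice lay between -162 and -158 on the first component and the 6 NM-Rs between 77.1 and 83.5. With the 6 NM-R spleens alone, the first and second components held 32.1% and 22.9% of the variance. On that first component the lsNM-R spleens lay between -11.6 and 16.1, inside the range of the ssNM-R spleens, which reached from -28.5 to 45.0. The highest value belonged to ssNM-R 6. No test was made on these positions.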

Differential gene expression analyses of the three groups showed 4869 and 4873 upregulated genes and 4737 and 4713 downregulated genes in ssNM-R and lsNM-R, respectively, compared to mice (figure 3*b,c*). 

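Compared to mice, 4924 genes were higher and 4849 lower in ssNM-R spleens, and 4926 were higher and 4788 lower in lsNM-R spleens (limma adjusted p under 0.05 over 12946 genes). With the mean of both cohorts, 5134 genes were higher and 5024 lower, together 78.5% of the genes. The alternatives left every one of these counts within 1.5 times its value, and the filter on a mean of at least 10 normalized counts moved each of them most, that of the higher genes with the mean of both cohorts to 4690 of fewer genes tested. With the scaling of the authors, the median log2 fold change of all genes between NM-R and mouse was 0.0097. Rescaling each spleen to the same upper quartile moved the log2 fold changes of single genes by a median of 0.095. Of 46 genes for which the paper states a direction against mice, 46 had that direction and 44 passed the threshold, the others being Fli1 and Itgb3.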

In ssNM-R spleens just 16 genes were differentially upregulated and 41 were downregulated compared to lsNM-R spleens (figure 3*b*). 

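Between lsNM-R and ssNM-R spleens, 0 genes passed the threshold in either direction, and the smallest limma adjusted p was 0.429. An unadjusted p under 0.05 was reached by 1138 genes, 678 of them higher and 460 lower in lsNM-R. All 3 values of one cohort lay above all 3 of the other for 1691 genes, or 13.1%, where chance gives 10%. With the test of the authors, DESeq2 with their scaling, 41 genes were higher and 16 lower in lsNM-R, and 56 of these 57 genes had an unadjusted limma p under 0.05. In 2 of the 57 genes the cohorts overlapped. When DESeq2 was given the 6 NM-R spleens alone, 13 genes were higher and 3 lower, and 14 of the 57 were among them. The depth class of the library as a further term was chosen after seeing the data. With it, limma on the 6 NM-R spleens alone called 0 genes, with 1254 at an unadjusted p under 0.05. DESeq2 on the 9 spleens with this term called 194 higher and 51 lower, the largest move of the 2 counts.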

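Cd79a, on chromosome 7 of mm9 from 25682400 to 25687216, had 9202 ± 737 normalized counts in mice (SD, n = 3) and 761 ± 219.6 in NM-Rs (SD, n = 6; log2 fold change -3.64, standard error 0.21, limma adjusted p = 1.65e-07). The count of Cd79b, which lies on chromosome 11 of mm9 from 106172655 to 106176076, was 8666 ± 500.1 in mice and 567 ± 263 in NM-Rs, where lsNM-R 1 stood apart at 1069 (log2 fold change -4.03, limma adjusted p = 5.33e-07). For Itgax, on chromosome 7 of mm9 from 135273061 to 135294171, the counts were 2630.4 ± 271 and 96.3 ± 33.2 (log2 fold change -4.83, limma adjusted p = 1.49e-07). Cd14, on chromosome 18 of mm9 from 36884728 to 36886390, rose from 283 ± 16.5 to 4287 ± 2603, with ssNM-R 6 highest at 9167 and the other NM-Rs between 2384 and 4918. Its log2 fold change was 3.73 (standard error 0.36, limma adjusted p = 5.86e-06), or 15.1-fold as a ratio of group means. Each of the 6 NM-R spleens lay below every mouse spleen for Cd79a, Cd79b and Itgax and above it for Cd14.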

Comparing NM-R with mouse spleen the RNAseq data revealed a dramatic reduction in the expression of B cell markers (such as *Cd19*, *Cd79a* and *Cd79b*), and of dendritic cell markers such as *Itgax* (coding for CD11c), but there was an increase in the expression of myeloid markers such as *Itgam* (coding for CD11b) and a modest increase in monocytic/macrophage gene expression (*Cd14*) (electronic supplementary material, figures S3C and S3D, and table S1). To infer immune cell type abundance in the spleen from the bulk RNAseq data digital cytometry using CIBERSORT analysis was performed [25]. Since no pre-defined signatures exist for immune cell subsets of NM-Rs, mouse gene expression signatures for the cell subsets were used [25,26]. The analysis predicted that 53 ± 3% of myeloid cells (31.8 ± 4.6% granulocytes, 10 ± 1% monocytes and 11 ± 4% macrophages), 48 ± 3% of lymphoid cells (10 ± 4% B cells, 2 ± 1% plasma cells, 7 ± 2% activated NK cells and 29 ± 3% T cells) are present in NM-R spleens regardless of size (figure 3*d*; electronic supplementary material, figure S3E). This shift toward myeloid cells was highly consistent with recently published single-cell RNAseq profiling data from the NM-R [17]. In addition, our functional analysis using gene set enrichment analysis (GSEA) highlighted a significant underrepresentation of gene sets implicated in B cells homeostasis, regulation and proliferation (electronic supplementary material, tables S2 and S3). 

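The estimate of cell fractions rests on a web tool and a signature matrix that were not used here. In its place, lists of marker genes of the cell types of the spleen were tested on the fit over all genes with camera at a preset correlation of 0.01. The values below are the median log2 fold change of the listed genes between NM-R and mouse, with a camera p adjusted over the 21 lists tested. The genes of the dendritic cell list (6 genes) had a median of -2.89 (adjusted p = 0.0146), those of the NK cell list (5) -3.23 (adjusted p = 0.0165) and those of the plasma cell list (7) -2.30 (adjusted p = 0.0569). A list of cell cycle genes (9) was at 1.48 (adjusted p = 0.0157) and a smooth muscle list (10) at 1.25 (adjusted p = 0.0501). In all, 4 lists were higher and 5 lower in NM-R at an adjusted p under 0.05. With an estimated correlation none of these 9 calls held and the smallest adjusted p was 0.518. With fry, 12 lists were higher and 6 lower, and the 9 calls of camera all held.

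**Figure D1:**
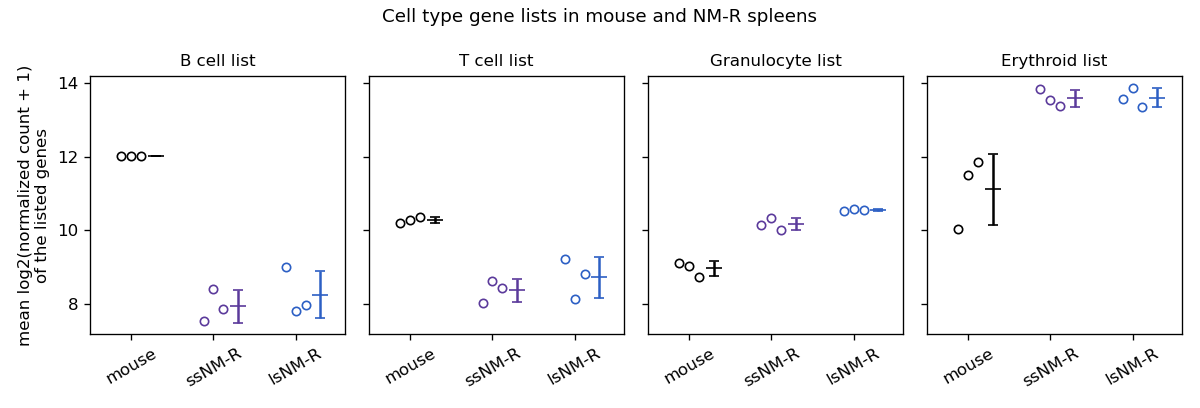
Mean log2(normalized count + 1) of the listed genes (vertical axis) in each spleen by group (horizontal axis) for the B cell, T cell, granulocyte and erythroid lists; points are spleens, bars the mean and SD of 3 spleens. The erythroid list was at 11.1 ± 0.963 in mice, with mouse 1 at 10.02, compared to 13.6 ± 0.235 in ssNM-Rs and 13.6 ± 0.261 in lsNM-Rs.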

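The B cell list held 12 genes, 11 of them in the table, and 3 of those are also named by the paper. All 11 were lower in NM-R, 11 past the threshold over all genes and 11 when adjusted over the list alone. Their median log2 fold change was -3.68 (range -5.64 to -3.01; camera adjusted p = 3.16e-04), and it stayed between -3.85 and -3.53 with each spleen left out in turn.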

Of note, the percentage of total T-cells was similar in both species, but in NM-Rs the T-cell subset distribution differed from that of mice, including the presence of gamma-delta T-cells and Th1 cells (electronic supplementary material, figure S3E, left panel). A significant change in the expression of T cell-associated gene sets by GSEA was found (electronic supplementary material, tables S2–S4). Thus, the data suggested that lymphopoiesis and myelopoiesis are differently regulated in adult NM-Rs compared to mice, predicting a special role for the spleen in this species.

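Of the 14 genes of the T cell list, 13 were in the table, and Cd8a was not listed there. All 13 were lower in NM-R than in mouse, 13 past the threshold over all genes and 13 adjusted over the list alone. The median log2 fold change was -1.98 (camera adjusted p = 0.00465), which was smaller in size than that of the B cell list. Cd3e, on chromosome 9 of mm9 from 44806826 to 44817673, had 967 ± 88.5 normalized counts in mice (SD, n = 3) and 640.2 ± 209.2 in NM-Rs (SD, n = 6; log2 fold change -0.65, standard error 0.21, limma adjusted p = 0.0179). Without mouse 3, its adjusted p became 0.0757.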

**Figure 3.**
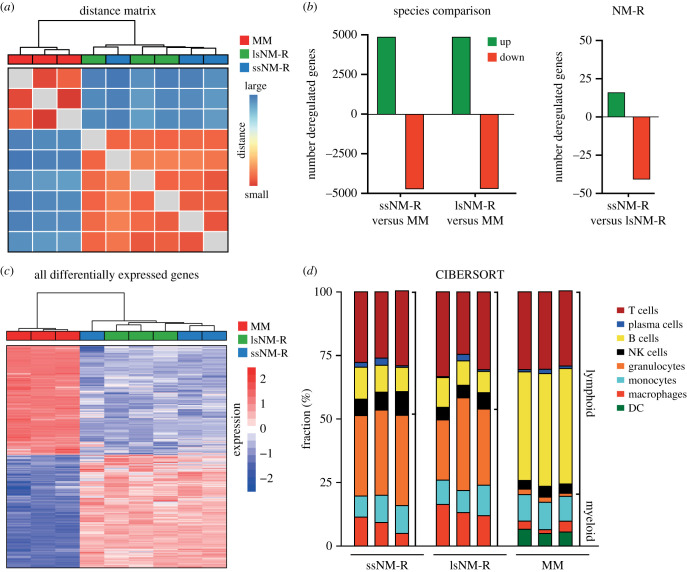
Transcriptomic analysis of NM-R and mouse spleen. (*a*) Heatmap visualization of the Euclidean distance between spleen samples based on global transcriptomic data (RNAseq). (*b*) Number of differentially regulated genes (upregulated in green, downregulated in red) in the spleens of ssNM-R, lsNM-R compared to mouse (MM, left panel) or compared to each other (right panel). (*c*) Heatmap of all differentially expressed genes in the spleen of ssNM-Rs and lsNM-Rs in comparison to mouse. Samples are hierarchically clustered based on Pearson correlation. (*d*) Fractions of major splenic cell types based on *in silico* cytometric analysis of transcriptomic data (CIBERSORT). DC: dendritic cells, NK: natural killer cells, MM: mouse (*Mus musculus*); *n* = 3 per group.

### 2.4. The NM-R spleen has unique structural features

The spleen is composed of two functionally and morphologically distinct compartments, the white pulp and the red pulp. The white pulp contains most of the lymphocytes and initiates the immune responses to blood-born antigens while the red pulp is a blood filter that removes foreign material and damaged or senescent erythrocytes, and is a storage site for iron, erythrocytes and platelets [27]. We predicted that the loss of 30–40% of splenic lymphocytes and the 50% increase in myeloid cells would impact the structure and function of the spleen. Indeed, histological analysis of NM-R spleens showed a strongly reduced white pulp volume and an increase in trabeculae abundance that was independent of spleen size (figure 4*a–c*). We wondered whether these structural peculiarities were observed in other African mole-rat species. We had access to spleens from two other Bathyergidae species the Natal and Highveld mole-rats (*Cryptomys hottentotus natalensis* and *Cryptomys hottentotus pretoriae*) [28,29] that are related to NM-Rs but are not eusocial mammals (electronic supplementary material, figure S4A). The structure of the NM-R spleen did not resemble that of spleens from Natal and Highveld mole-rats, which were both very similar to the mouse and rat (figure 4*a*; electronic supplementary material, figure S4B–D). 

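Col3a1, on chromosome 1 of mm9 from 45368383 to 45406551, had 2551 ± 51.0 normalized counts in mouse spleens (SD, n = 3), 6212 ± 1319 in ssNM-R spleens and 5714 ± 2165 in lsNM-R spleens (SD, n = 3 each). Over both cohorts this is 2.34-fold higher as a ratio of group means (log2 fold change 1.18, standard error 0.22, limma adjusted p = 6.33e-04). Acta2, on chromosome 19 of mm9 from 34315580 to 34329826, had 2203 ± 391 normalized counts in mice, 11265 ± 2568 in ssNM-Rs and 9420.2 ± 2981 in lsNM-Rs. The ratio of group means was 4.70 (SD 1.48) and stayed between 4.26 and 5.01 with each spleen left out in turn (log2 fold change 2.21, standard error 0.21, limma adjusted p = 5.22e-06). Every NM-R spleen exceeded every mouse spleen for both genes.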

The increased trabeculae density in NM-R spleens was accompanied by a small increase in the expression of the *Col3a1* gene (coding for Type III collagen) a reticulin fibrin component and by a 5-fold increase in the RNA level of α-SMA (encoded by *Acta2* gene) (figure 4*d,e*). These two genes may be associated with the fibrous trabeculae that act as a pump to filter blood.

**Figure 4.**
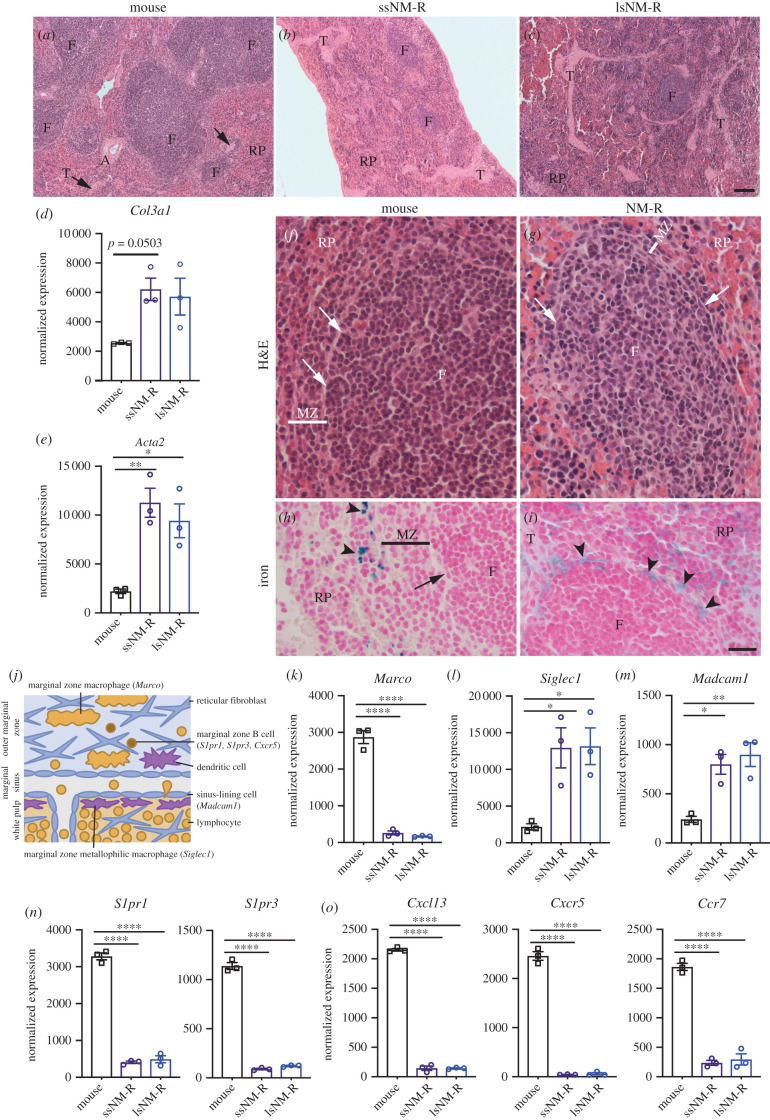
NM-R spleen shows a reduced white pulp compartment and a thin marginal zone. (*a–c*) H&E staining of the spleen of ssNM-R (*b*) and lsNM-R (*c*) in comparison to mouse (*a*). Note the increase in red pulp/white pulp ratio with reduced number and size of follicles (F) and increased number of trabeculae (T, arrow) in NM-R spleens. (*d–e*) Increase in normalized RNA expression levels of *Col3a1* (*d*) and of *Acta2* (*e*) in NM-R spleens compared to mouse. (*f–g*) H&E staining of mouse (*f*) and NM-R (*g*) spleen showing the presence of follicles (F) with a thinner marginal zone (MZ) in NM-R compared to mouse. (*h–i*) Iron staining of mouse (*h*) and NM-R (*i*) spleen showing stained macrophages (blue iron staining, arrowhead) close to the follicle in NM-R but not in mouse marginal zone. MZ: marginal zone (black or white line), RP: red pulp, marginal sinus (arrow in *f–h*). (*j*) Schematic representation of the mouse marginal zone and its cell types with their expression markers. (*k–o*) Normalized RNA expression levels of *Marco* (MZ macrophage marker) (*k*), of *Siglec1* (MZ metallophilic macrophage marker) (*l*), of *Madcam1* (sinus lining cells marker) (*m*), of markers of MZ B cells (*S1pr1, S1pr3*) (*n*) and of chemokine-chemokine receptors involved in the lymphocytes migration into the white pulp (*Cxcl13, Cxcr5 and Ccr7*) (*o*). One-way ANOVA with Tukey's *post hoc* test for multiple comparisons: *p* value *<0.05, **<0.01 and ****<0.0001. Data is based on RNAseq and bars represent mean ± s.e.m. Scale bar = 100 µm (*a–c*) and 20 µm (*f–i*).

The white pulp consists of three sub-compartments: the periarteriolar lymphoid sheath (the T cell zone), the follicles and the marginal zone [27]. In NM-R spleens the follicles were very small and reduced in number compared to mouse spleen (figure 4*a–c*) and were surrounded by a very thin marginal zone (figure 4*f,g*). The marginal zone is where the blood is filtered from pathogens and is organized in layers with the marginal zone macrophages, the reticular fibroblasts and marginal zone B cells all facing the red pulp. The marginal sinus with its sinus lining endothelial cells and an inner ring of marginal zone metallophilic macrophages separate the marginal zone from the periarteriolar lymphoid sheath and follicles (figure 4*j*) [30]. Iron staining labelled red pulp macrophages in mice that are localized to the red pulp (figure 4*h*). In NM-Rs iron-stained macrophages were found not only in the red pulp but also close to the follicles (figure 4*i*), suggesting a microarchitectural change of the marginal zone. These anatomical changes were reflected in our RNAseq data that showed decreased *Marco* expression (10-fold compared to mouse), a marker of marginal zone macrophages (figure 4*k*), suggesting reduced abundance or loss of marginal zone macrophages. By contrast, there was a 3-fold increase in the expression of marginal zone metallophilic macrophage and sinus lining markers (*Siglec1* and *Madcam1*, respectively) compared to mice (figure 4*l* and *m*). 

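Marco, on chromosome 1 of mm9 from 122371115 to 122401661, had 2872 ± 304 normalized counts in mice (SD, n = 3) and 215 ± 77.5 in NM-Rs (SD, n = 6). The mean of mice was 13.3 times that of NM-Rs (SD 5.00), 11.0 times that of ssNM-Rs and 16.9 times that of lsNM-Rs. The log2 fold change was -3.79 (standard error 0.19, limma adjusted p = 6.36e-08). Between the cohorts the unadjusted limma p was 0.0290 (adjusted p = 0.534), so this difference is not called.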

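Siglec1, on chromosome 2 of mm9 from 130894956 to 130912501, had 2171 ± 731 normalized counts in mice (SD, n = 3), 12939.8 ± 4735 in ssNM-Rs and 13164 ± 4327 in lsNM-Rs (SD, n = 3 each). The NM-R mean was 6.01 times the mouse mean (SD 2.76), and between 5.28 and 7.40 times with each spleen left out in turn. In limma the log2 fold change was 2.58 (standard error 0.30, adjusted p = 2.08e-05). Madcam1 is not listed under that symbol in the table and was not analysed here.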

The expression of marginal zone B cell receptors (*S1pr1, S1pr3, Cxcr5*) involved in marginal zone B cell migration to the follicles were also decreased probably due to the reduced abundance of marginal zone B-cells (figure 4*n* and *o*). 

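S1pr1, on chromosome 3 of mm9 from 115413351 to 115417973, had 3282 ± 162 normalized counts in mice (SD, n = 3) and 448 ± 119.7 in NM-Rs (SD, n = 6; log2 fold change -2.91, standard error 0.19, limma adjusted p = 4.03e-07). The counts of S1pr3, on chromosome 13 of mm9 from 51503987 to 51518166, were 1138 ± 60.4 and 105 ± 20.0 (log2 fold change -3.44, limma adjusted p = 7.37e-09). For Cxcr5, on chromosome 9 of mm9 from 44319871 to 44334504, they were 2459 ± 151 and 52.5 ± 26.6 (log2 fold change -5.63, standard error 0.30, limma adjusted p = 8.52e-08). Cxcr5 was at 106 in lsNM-R 1 and between 38.1 and 51.0 in the other NM-R spleens.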

Taken together, the low number of marginal zone B cells and marginal zone macrophages could explain the altered morphology of the NM-R marginal zone. This microarchitectural change of the marginal zone might contribute to impaired adaptive immunity, in particular the proper binding and clearance of blood-borne pathogens. In addition, we found that enlarged spleens of lsNM-Rs did not show signs of pathology associated splenomegaly (figure 4*c*).

### 2.5. Increased splenic granulocytes at the expense of the lymphoid compartment

The formation and maintenance of follicles in lymphoid tissues such as the spleen are regulated by chemokines and their cognate receptors expressed by stromal cells to generate a microenvironment necessary for B and T cell homing to the follicles [31]. 

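Cxcl13, on chromosome 5 of mm9 from 96385945 to 96390086, had 2155 ± 38.2 normalized counts in mouse spleens (SD, n = 3) and 144 ± 41.3 in NM-R spleens (SD, n = 6; log2 fold change -3.96, standard error 0.25, limma adjusted p = 3.04e-07). Ccl19, on chromosome 4 of mm9 from 42768057 to 42770109, was low in both species, with 27.1 ± 4.65 in mice and 2.55 ± 1.43 in NM-Rs (log2 fold change -3.06, limma adjusted p = 3.30e-05). At this level the fold change of Ccl19 depends on the 1 added to each count. Ccr7, on chromosome 11 of mm9 from 99005510 to 99016391, had 1864 ± 104 normalized counts in mice and 265 ± 117 in NM-Rs (log2 fold change -2.91, standard error 0.29, limma adjusted p = 8.14e-06).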

The expression levels of chemokine genes (*Cxcl13* and *Ccl19*) and their respective receptors (*Cxcr5 and Ccr7*) were decreased in NM-R spleen compared to mice (figure 4*o*, electronic supplementary material, table S1). Using the T cell marker CD3e we could show that in NM-Rs T-cells were mainly present in the red pulp, but in much smaller numbers than in mice (figure 5*a,b*). In both species, western blot analysis showed higher expression of CD3e in thymus (site of T lymphopoiesis) compared to spleen, while no expression was found in the liver, a non-immunological organ (figure 5*e* and electronic supplementary material, figure S10A). Furthermore, CD3e expression was lower in NM-R spleens regardless of their size compared to mouse (figure 5*f* and electronic supplementary material, figure S10B). Unfortunately, we could not confirm the decrease in B cells in NM-R spleens using immunostaining because of the lack of NM-R specific reagents, but H&E staining rarely showed the presence of follicles and germinal centres, both structures harbouring B cells. These data suggest that splenic adaptive immune responses may rely mainly on T cells in the NM-R.

**Figure 5.**
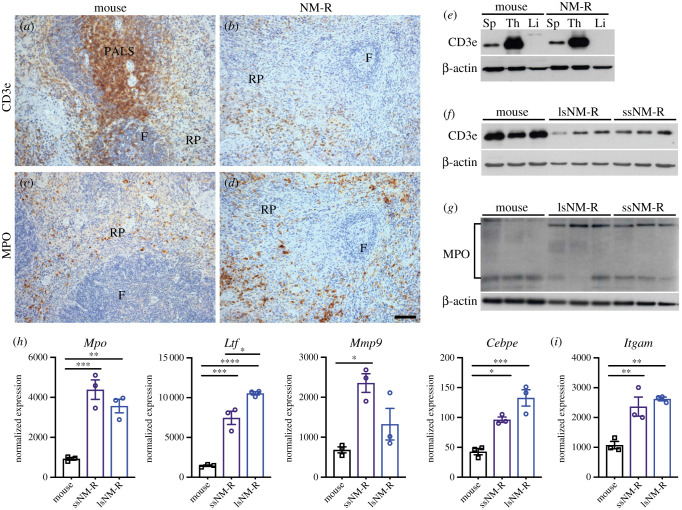
The granulocyte population is increased in NM-R spleen. (*a,b*) Immunostaining of the splenic T-cells with CD3e antibody and of the splenic granulocytes with myeloperoxidase (MPO) antibody (*c,d*) in NM-R and mouse. (*e*) Protein expression of CD3e in various tissues of NM-R and mouse: Sp: spleen, Th: thymus, Li: liver. (*f*) CD3e (T-cells marker) protein expression in three spleens of mice, lsNM-Rs and ssNM-Rs. (*g*) MPO (granulocyte marker) protein expression in three spleens of mice, lsNM-Rs and ssNM-Rs. (*h*) Increase in normalized RNA expression levels of granulocyte markers (*Mpo, Ltf, Mmp9* and *Cebpe*) and (*i*) myeloid marker (*Itgam*) in NM-R spleens in comparison to mouse spleens. β-actin expression was used as loading control in (*e*,*f*,*g)*. F: follicles, PALS: periarteriolar lymphoid sheath, RP: red pulp. Data in (*h*) and (*i*) are based on RNAseq and bars represent mean ± s.e.m. One-way ANOVA with Tukey's *post hoc* test for multiple comparisons: *p* value * < 0.05, ** < 0.01, *** < 0.001 and **** < 0.0001. Scale bars = 50 µm.

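The granulocyte list held 18 genes, 9 of them in the table, and 5 of those are named by the paper. Between NM-R and mouse, 7 were higher and 2 lower past the threshold over all genes, and 9 passed when adjusted over the list alone. The median log2 fold change was 1.39, with a camera adjusted p = 0.0627, which does not pass the threshold; fry gave 3.60e-05. Without lsNM-R 5 the median was 1.47 and the camera adjusted p = 0.0497. Padi4 rose from 105 ± 16.6 to 2591 ± 567 normalized counts (log2 fold change 4.59, standard error 0.16, limma adjusted p = 5.70e-09), while Cxcr2 fell from 482 ± 84.7 to 166 ± 57.7 (log2 fold change -1.60, limma adjusted p = 5.32e-05). Both were named after their values were seen, as the highest and lowest members of the list.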

Our transcriptomic analysis also predicted increased myeloid populations in particular of granulocytes in NM-R compared to mouse (31.8 ± 4.6% versus 1.8 ± 0.5% total granulocytes including 29.2 ± 4.6% versus 1.4 ± 0.4% neutrophils, and 2.3 ± 1.3% versus 0.4 ± 0.3% eosinophils in NM-R (*n* = 6) versus mouse (*n* = 3), respectively) (figure 3*d*). This was supported by immunohistochemistry and western blot analyses using an antibody directed against myeloperoxidase (MPO) a marker of pre-and mature granulocytes. We also found higher protein levels of MPO in the splenic red pulp of NM-Rs compared to mice (figure 5*c,d,g* and electronic supplementary material, figure S10C). The expression levels of *Mpo* and 3 other markers of granulocytes, *Ltf* (granules of neutrophil granulocytes), *Mmp9* and *Cebpe* (major transcription factor of neutrophil lineage) were increased in NM-R spleens, demonstrating that NM-Rs have more splenic granulocytes than mice independent of size (figure 5*h*). 

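Mpo, on chromosome 11 of mm9 from 87607083 to 87617915, had 927 ± 116 normalized counts in mice (SD, n = 3), 4384 ± 842 in ssNM-Rs and 3567 ± 591 in lsNM-Rs (SD, n = 3 each), with a limma log2 fold change of 2.08 against mice (standard error 0.15, adjusted p = 7.55e-07). Ltf, on chromosome 9 of mm9 from 110921796 to 110945270, was at 1451 ± 171, 7459.9 ± 1439.6 and 10545 ± 369 in the same order (log2 fold change 2.61, limma adjusted p = 6.81e-08). Mmp9, on chromosome 2 of mm9 from 164766280 to 164781350, was at 683 ± 130.1, 2355 ± 405 and 1326 ± 685 (log2 fold change 1.32, limma adjusted p = 0.00103). Cebpe, on chromosome 14 of mm9 from 55329200 to 55331011, was at 42.8 ± 9.00, 96.3 ± 7.80 and 133 ± 23.7 (log2 fold change 1.39, limma adjusted p = 7.98e-05). Between lsNM-R and ssNM-R, Ltf was higher by 0.52 and Mmp9 lower, at -0.93, on the log2 scale, with unadjusted limma p of 0.00712 and 0.0126, and the adjusted p was 0.442 for Ltf and 0.471 for Mmp9.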

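Itgam, on chromosome 7 of mm9 from 135206154 to 135271674, had 1075 ± 215 normalized counts in mouse spleens (SD, n = 3), 2365 ± 555 in ssNM-R spleens and 2622 ± 108 in lsNM-R spleens (SD, n = 3 each). The lowest NM-R spleen was at 2000.1 and the highest mouse spleen at 1321 (log2 fold change 1.22, standard error 0.15, limma adjusted p = 3.85e-05).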

Of note, the RNA level of the common marker of myeloid cells, *Itgam* (coding for CD11b) was also increased (figure 5*i*). In summary, our data suggest that NM-Rs have enhanced antimicrobial innate immunity, but their adaptive immunity might be less efficient compared to mice.

### 2.6. Lymphocytes locate to peripheral blood and lymphoid tissues in NM-Rs

Gene expression profiling and histological analysis consistently showed that NM-Rs have almost 50% fewer splenic resident lymphocytes compared to other rodents. This unique immunological feature might have major consequences for adaptive immunity unless compensatory lymphopoiesis occurs in the bone marrow or other secondary lymphoid organs. Lymphocytes were found in bone marrow cytospins and in peripheral blood, but at much lower frequencies than in mice (figure 2). By contrast to other bone marrow haematopoietic progenitors that undergo several differentiation stages before egression and maturation, T-lymphocyte progenitors migrate to the thymus to differentiate into naive T-cells that can migrate to the blood and secondary lymphoid organs. Intriguingly, in young adult NM-Rs the thoracic thymus was often embedded in brown adipose tissue (electronic supplementary material, figure S5A and S5B bottom) and the thoracic thymus/body mass ratio was considerably lower in NM-Rs compared to young C57BL/6N mice that do not yet show thymus involution (electronic supplementary material, figure S5B top). Histology of the thoracic thymus revealed a clear cortex and medulla (electronic supplementary material, figure S5C) in which the naive T lymphocyte marker CD3e was highly expressed in both mice and NM-Rs (electronic supplementary material, figure S5D). The NM-R thoracic thymus contains CD3e+ T cells, but its small size prompted us to search for other sites of lymphopoiesis.

Lymphocytes (T and B cells) are also found in lymph nodes. We next analysed NM-R axillary lymph nodes that are 2–4 millimetres in length, similar to those of mice (electronic supplementary material, figure S6A top panel). Lymph nodes are structurally organized in B and T cell areas, a process regulated by cytokine signalling (electronic supplementary material, figure S6A, bottom panel). Histologically, B cell and T cell areas were easily identified in axillary and mesenteric lymph nodes of NM-Rs and B cell areas possessed germinal centres (electronic supplementary material, figure S6B). T cell areas showed high expression of CD3e (electronic supplementary material, figure S6C).

Since half of the lymphocytes are located in the mucosa-associated lymphoid tissue in mice, we next focused on lymphoid nodules of the small intestine including among others Peyer's patches [32]. Peyer's patches are visible to the naked eye in mouse small intestine but were rarely apparent in NM-R gut (electronic supplementary material, figure S6D,E). In addition, the small intestine of NM-Rs was only a third of the length of that in the mouse, however, the length of the colon was similar (electronic supplementary material, figure S6D,F–G). Histological analysis of the NM-R small intestine showed lymphoid nodules with a morphology atypical for Peyer's patches, but these follicles displayed B cell areas with germinal centres containing apoptotic cells and T cell areas expressing CD3e in both NM-Rs and mice (electronic supplementary material, figure S6H,I). In general, we found that NM-Rs and mice have similar lymph nodes with well-structured B and T cell areas, but unlike in mice, the NM-R small intestine did not appear to have typical Peyer's patches, even in injured animals (electronic supplementary material, figure S6E).

### 2.7. Increased extramedullary erythropoiesis is likely not a cause of splenomegaly

The unique structural features of the NM-R spleen could not account for the hyperplasic phenotype of the spleen found in the lsNM-R cohort. In mice, splenomegaly can be observed under erythropoietic stress such as hypoxia [33,34]. Since hypoxia is a normal environmental condition for NM-Rs we hypothesized that extramedullary erythropoiesis might occur naturally in NM-R spleen, but more actively in lsNM-R spleens. 

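The erythroid list had 13 of its 18 genes in the table, 4 of them named by the paper. All 13 were higher in NM-R than in mouse past the threshold over all genes, and 13 when adjusted over the list alone. The median log2 fold change was 2.90 (camera adjusted p = 0.00465). Each of these genes was lowest in mouse 1 among the mice, and without mouse 1 the median was 2.21. Tal1, on chromosome 4 of mm9 from 114729031 to 114744360, had 1648 ± 822 normalized counts in mice (SD, n = 3) and 15307 ± 2744 in NM-Rs (SD, n = 6; log2 fold change 3.36, standard error 0.33, limma adjusted p = 6.17e-06). Epor, on chromosome 9 of mm9 from 21763343 to 21768020, had 645 ± 259 and 7515 ± 532 (log2 fold change 3.63, standard error 0.22, limma adjusted p = 2.33e-07). Gata1, on chromosome X of mm9 from 7536386 to 7555197, had 715 ± 379.8 and 4839 ± 722 (log2 fold change 2.92, limma adjusted p = 1.64e-05), and Tfrc, on chromosome 16 of mm9 from 32609006 to 32632880, had 4785 ± 2495 and 21550.2 ± 6527 (log2 fold change 2.28, limma adjusted p = 2.43e-04). Hoxa9, on chromosome 6 of mm9 from 52173099 to 52181088, was near the floor in mice at 5.63 ± 3.88 and at 221 ± 87.5 in NM-Rs (log2 fold change 5.15, limma adjusted p = 2.04e-06). Bcl2l1, on chromosome 2 of mm9 from 152593052 to 152657464, had 1166 ± 483 and 2992 ± 283 (log2 fold change 1.44, limma adjusted p = 2.04e-04). As a list of their own, these 6 genes had a median log2 fold change of 3.14 (camera adjusted p = 0.0161). The values of the study come from the same spleens, so this is not independent evidence.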

RNAseq analysis and GSEA highlighted a significant enrichment in erythroid gene subsets (electronic supplementary material, figure S7A, S7B), including markers of early erythroid progenitors such as *Tal1* (erythroid differentiation factor), *Tfrc* (coding for CD71), *Hoxa9* (a marker of pro-erythroblast and basophilic erythroblast) and markers of erythroid precursor proliferation or survival such as *EpoR* (the Epo receptor), *Gata1* and *Bcl2l1* (coding for Bcl-XL) [35–38] (figure 6*a*). Thus, early erythroid progenitors appeared more abundant in NM-R spleen compared to mice, regardless of spleen size. 

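Between lsNM-R and ssNM-R spleens, the log2 fold changes of Tal1, Tfrc, Hoxa9, Epor, Gata1 and Bcl2l1 were 0.05, 0.33, 0.39, -0.11, -0.12 and -0.01. Their smallest unadjusted limma p was 0.451. The median of the 6 genes was 0.019 (camera adjusted p = 0.892), and it was -0.12 without lsNM-R 4.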

Histological analysis revealed erythroid cells in mouse and NM-R spleens often organized in erythroid blood islands (figure 6*b*). Immature erythrocytes (enucleated red blood cells also called orthochromatic erythroblasts, see the schematic representation of the erythroid lineage in figure 6*c*, top panel) were present in the peripheral blood of NM-Rs (figure 6*c*, bottom panel), but not in healthy mice. In addition, mature erythrocytes (RBC) were larger in NM-Rs as indicated by a higher mean corpuscular volume (MCV), but contained less haemoglobin (HGB) and were less abundant in peripheral blood compared to mice (figure 6*d*). However, the haematocrit (HCT) was not different between mouse and NM-R (figure 6*d*). Altogether our results showed that extramedullary erythropoiesis occurs in the spleen of both ssNM-Rs and lsNM-Rs, but cannot account for splenomegaly in lsNM-Rs.

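Over the wider erythroid list, 5 genes were higher and 8 lower in lsNM-R than in ssNM-R, and 0 passed the threshold, over all genes or adjusted over the list alone, with 0 at an unadjusted p under 0.05. The median log2 fold change was -0.049 (camera adjusted p = 0.892), between -0.19 without lsNM-R 4 and 0.10 without ssNM-R 2.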

**Figure 6.**
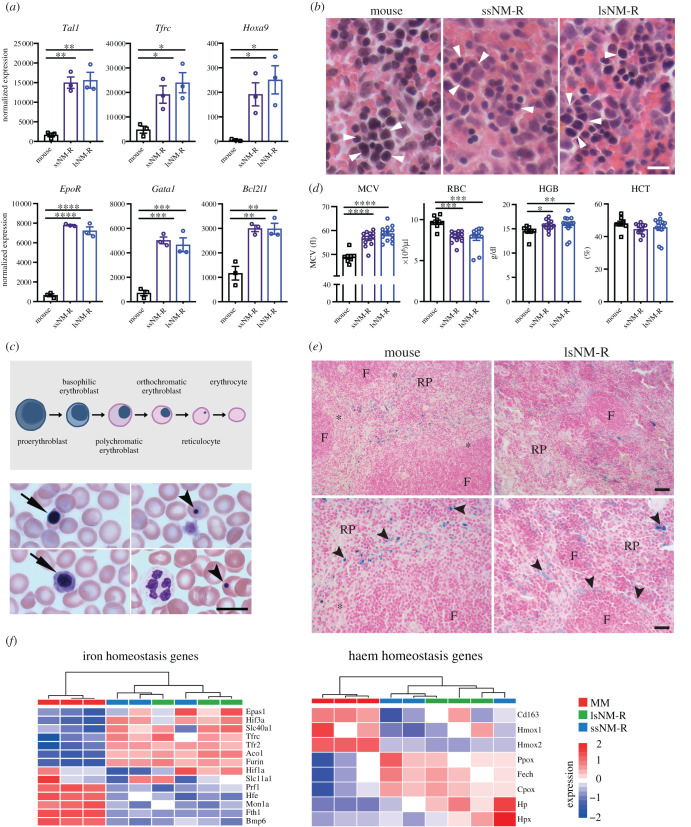
Extramedullary erythropoiesis and iron homeostasis do not explain the hyperplasic spleen of lsNM-Rs. (*a*) Normalized RNA expression levels of early erythroid progenitors (*Tal1*, *Tfrc*, *Hoxa9*) and of erythroid precursor proliferation and survival (*EpoR*, *Gata1*, *Bcl2l1*) markers in mouse and NM-R spleens. (*b*) Representative micrographs of H&E staining of erythroid cells (arrowheads) in the spleen of mouse, ssNM-R and lsNM-R. (*c*) Schematic representation of late erythroid lineage (top panel). Representative May–Grünwald staining of orthochromatic erythroblast (arrow) in peripheral blood of NM-R, Howell–Jolly bodies in reticulocytes (arrowhead) in bottom panel. (*d*) Peripheral blood erythroid parameters in mice (*n* = 8), ssNM-R (*n* = 13) and lsNM-R (*n* = 13). MCV: mean corpuscular volume, RBC: red blood cells, HGB: haemoglobin, HCT: haematocrit. (*e*) Perl's Prussian blue staining of ferric iron (arrowhead) in the spleen of NM-Rs and mice. Macrophages close to follicles (F) and in red pulp (RP) contain ferric ion in NM-Rs while in mice only RPM contained ferric ion. Marginal zone: asterisk. (*f*) Heatmap of genes associated with iron and haem homeostasis in NM-R and mouse spleen. Samples are hierarchically clustered based on Pearson correlation. One-way ANOVA with Tukey's *post hoc* test for multiple comparisons (*a*) and unpaired *t* test (*d*): *p* value * < 0.05, ** < 0.01, *** < 0.001 and **** < 0.0001. Transcriptomic data is based on RNAseq, MM: mouse (*Mus musculus*). Data represent mean ± s.e.m, scale bar = 10 µm (*b,c*), 20 µm (*e* bottom panels) and 40 µm (*e* top panels).

### 2.8. Iron homeostasis is not a cause of splenomegaly in lsNM-R

Thus, NM-Rs probably adapted erythropoiesis to their unusual environmental conditions. The expression levels of several known hypoxia-induced genes (*EpoR, Tfrc, Tfr2, Furin*) were increased compared to the mouse (figure 6*a*; electronic supplementary material, figure S7A and table S1), but GSEA analysis did not highlight significant changes in hypoxia-regulated gene subsets (electronic supplementary material, tables S2 and S3). 

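Tfr2 had 258 ± 128 normalized counts in mice (SD, n = 3) and 3256 ± 468 in NM-Rs (SD, n = 6; log2 fold change 3.80, standard error 0.30, limma adjusted p = 1.42e-06). Furin, on chromosome 7 of mm9 from 87533471 to 87550322, had 1267 ± 98.5 in mice and 4294 ± 392 in NM-Rs (log2 fold change 1.76, standard error 0.10, limma adjusted p = 1.44e-07). The hypoxia gene sets of the study were not used here.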

In humans and mice erythropoiesis is not only regulated by oxygen availability, but also depends on intracellular iron levels. Indeed, genetic defects in iron or haemoglobin metabolism can lead to splenomegaly in mice [39,40]. Iron staining was found as expected in red pulp macrophages, cells responsible for efficient phagocytosis of red blood cells and storage of iron [41]. The overall iron accumulation was similar in NM-R spleens independent of their size compared to mouse (figure 6*e*). Intriguingly, we found that the overall GSEA red pulp macrophage gene subset was significantly increased in NM-R compared to the mouse (electronic supplementary material, figure S7C, and table S4), but RNA levels of *SpiC, Adgre1* (coding for F4/80) and *Cd68*, classical phenotypic markers of mouse red pulp macrophages [42], were strongly decreased in both small and large NM-R spleens (electronic supplementary material, figure S7D). 

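Adgre1 had 2638 ± 327 normalized counts in mice (SD, n = 3), 69.4 ± 38.2 in ssNM-Rs and 79.6 ± 41.9 in lsNM-Rs (SD, n = 3 each; log2 fold change -5.30, standard error 0.45, limma adjusted p = 2.10e-06). Spic and Cd68 are not listed under those symbols in the table and were not analysed here, nor was the gene set of the study. A macrophage list had 11 of its 13 genes in the table, 7 of them named by the paper. Of these, 4 were higher and 4 lower past the threshold over all genes, and 8 passed adjusted over the list alone. Its median log2 fold change was -0.20 (camera adjusted p = 0.923). C1qa, the member with the largest rise and named after its values were seen, had 3388 ± 44.1 normalized counts in mice and 11699 ± 1709 in NM-Rs (log2 fold change 1.78, limma adjusted p = 4.38e-07).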

Lastly, our GSEA analyses showed no significant changes in gene subsets implicated in iron and haem homeostasis (figure 6*f*; electronic supplementary material, tables S1–S3). 

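Of the 14 iron genes shown in Fig. 6f, 13 were in the table, and Fth1 was not listed. Compared to mice, 7 were higher and 4 lower past the threshold over all genes, and 11 passed adjusted over the list alone. Their median log2 fold change was 0.61 (camera adjusted p = 0.558; fry gave 2.91e-05). The largest fall was that of Bmp6, on chromosome 13 of mm9 from 38436995 to 38592183, from 327 ± 70.9 normalized counts in mice (SD, n = 3) to 22.0 ± 7.89 in NM-Rs (SD, n = 6; log2 fold change -3.88, standard error 0.30, limma adjusted p = 1.22e-06). Hif1a did not pass the threshold, with 2077 ± 149 and 2027 ± 230.3 (log2 fold change -0.04, limma adjusted p = 0.739), and its sign turned under 2 of the scalings, as did that of Slc11a1 (-0.09, limma adjusted p = 0.514) under 1. The call of Slc40a1 (log2 fold change 0.61, limma adjusted p = 0.0105) was lost without mouse 3 and with quantile normalization, and that of Epas1 (0.83, limma adjusted p = 0.0112) without mouse 3. Of the 8 haem genes, 7 were in the table, Hmox2 not among them, with 4 higher and 1 lower past the threshold, and 5 adjusted over the list alone. The haem genes had a median log2 fold change of 0.74 (camera adjusted p = 0.543; fry gave 0.0304). Without mouse 1 their median was 0.45, and Fech (0.74, limma adjusted p = 0.0121) lost its call. Hmox1 (-0.24, limma adjusted p = 0.0641) passed as lower in NM-R with the same total (-0.29, adjusted p = 0.0336), with quantile normalization (-0.42, adjusted p = 0.00637) and without lsNM-R 5 (adjusted p = 0.0391). Hpx had 55.4 ± 77.9 normalized counts in NM-Rs, of which ssNM-R 6 alone reached 210.4.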

As a consequence, our data suggest that naturally occurring splenomegaly was not due to defective iron homeostasis.

### 2.9. Extramedullary megakaryopoiesis does not account for splenomegaly

The erythroid lineage shares a common progenitor with megakaryocytes, the so-called megakaryocyte-erythroid progenitors (MEP) which give rise to erythroid and megakaryocyte lineages in bone marrow (electronic supplementary material, figure S8A). We hypothesized that extramedullary megakaryopoiesis might also occur in the NM-R spleen. 

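A megakaryocyte and platelet list had 11 of its 16 genes in the table, 6 of them named by the paper, and Pf4 was not listed. Compared to mice, 7 were higher and 2 lower in NM-R past the threshold over all genes, and 9 passed adjusted over the list alone. The median log2 fold change was 1.33 (camera adjusted p = 0.0952), which does not pass the threshold, while fry gave 0.00103. Without lsNM-R 5 the median was 1.43 and the camera adjusted p = 0.0462. The largest fall, named after its values were seen, was that of Vwf, from 1392 ± 209.9 normalized counts in mice (SD, n = 3) to 360.0 ± 101 in NM-Rs (SD, n = 6; log2 fold change -1.99, limma adjusted p = 1.03e-05). Between lsNM-R and ssNM-R the median of the list was 0.0044 (camera adjusted p = 0.641), with 0 genes at an unadjusted p under 0.05, and in 1 of the 6 fits that left out a spleen, without lsNM-R 4, it passed as lower in lsNM-R (-0.25, camera adjusted p = 0.0213).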

RNAseq analysis indicated that expression of many megakaryocyte and platelet genes are upregulated in NM-Rs compared to mice independent of spleen size (electronic supplementary material, figure S8B). Megakaryocyte differentiation occurs in several steps from MEP to activated megakaryocytes that release platelets into the peripheral blood [43] (electronic supplementary material, figure S8A). The RNA levels of marker genes of MEP and early megakaryocytes (*Cd34*, *Gfi1b*, *Fli1*, *Itga2b*), terminal differentiation genes (*Nfe2*, *Tubb1*) and platelets (*Gp1bb*, *Itgb3*, *Cd63*) were all elevated in NM-R spleens compared to that of mice (electronic supplementary material, figure S8B). 

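All 9 of these marker genes had higher means in NM-R, and 7 passed the threshold over all genes and 7 when adjusted over the list alone, on the same spleens as in the study. The rise of Gfi1b, on chromosome 2 of mm9 from 28464970 to 28477502, was from 439 ± 227 normalized counts in mice (SD, n = 3) to 3127 ± 611 in NM-Rs (SD, n = 6; log2 fold change 2.96, standard error 0.30, limma adjusted p = 7.61e-06). Cd34, on chromosome 1 of mm9 from 196765015 to 196787486, rose from 353 ± 24.4 to 1573 ± 233 (log2 fold change 2.14, limma adjusted p = 1.23e-07). Itga2b, on chromosome 11 of mm9 from 102314611 to 102331436, rose from 1279.7 ± 217 to 6733 ± 1101 (log2 fold change 2.39, limma adjusted p = 5.61e-07). For Nfe2 the log2 fold change was 3.28 (limma adjusted p = 4.05e-06), for Tubb1 1.71 (limma adjusted p = 1.26e-04), for Gp1bb 1.33 (limma adjusted p = 5.83e-05) and for Cd63 2.50 (limma adjusted p = 1.53e-08), whose highest NM-R value was that of ssNM-R 6. Fli1 had 1539 ± 80.0 and 1932 ± 364 normalized counts (log2 fold change 0.30, standard error 0.13, limma adjusted p = 0.0596) and did not pass. Itgb3 had 2298 ± 431 and 3267 ± 976 (log2 fold change 0.48, standard error 0.23, limma adjusted p = 0.0825) and did not pass either. With each spleen rescaled to the same upper quartile both passed, with limma adjusted p of 0.0176 for Fli1 and 0.0423 for Itgb3, and with 1 spleen left out both passed in at least 1 fit. The median log2 fold change of the 9 genes was 2.14 (camera adjusted p = 0.00841), and between lsNM-R and ssNM-R it was -0.097 (camera adjusted p = 0.641).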

Histological analysis also showed a significant increase in the number of megakaryocytes per unit area in lsNM-Rs compared to the rat spleen and a slight increase in megakaryocyte number in NM-R (combined) compared to those of the mouse and rat (electronic supplementary material, figure S8C,D). Surprisingly, blood counts indicated that platelets were less abundant in the peripheral blood of all NM-R cohorts compared to mice (electronic supplementary material, figure S8E), but NM-R platelet size was larger as shown by mean platelet volume (electronic supplementary material, figure S8F). Blood smear analysis showed the presence of immature and mature platelets in NM-R peripheral blood, whereas only mature platelets were observed in mice (electronic supplementary material, figure S8G). 

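Ccl5, on chromosome 11 of mm9 from 83339280 to 83344020, had 1909 ± 228 normalized counts in mouse spleens (SD, n = 3) and 30.9 ± 18.2 in NM-R spleens (SD, n = 6; log2 fold change -6.07, standard error 0.41, limma adjusted p = 4.33e-07). Il1a, on chromosome 2 of mm9 from 129125346 to 129135708, had 141 ± 18.7 and 59.7 ± 18.8 (log2 fold change -1.28, standard error 0.24, limma adjusted p = 6.19e-04). The difference of Igf1, on chromosome 10 of mm9 from 87321010 to 87399792, was from 1228 ± 161 in mice to 121 ± 13.4 in NM-Rs (log2 fold change -3.33, standard error 0.13, limma adjusted p = 1.50e-08).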

Intriguingly, the expression levels of regulatory genes of megakaryocyte terminal differentiation (*Ccl5*, *Il1a* and *Igf1*) were reduced compared to the mouse (electronic supplementary material, figure S8H). Taken together our data suggest that megakaryocytic differentiation occurs efficiently in NM-Rs, but the terminal differentiation step(s) might be regulated differently. The presence of immature platelets in peripheral blood of NM-Rs might reflect a thrombocytopenia-like phenotype as observed in thrombocytopenia or inherited diseases in humans [44].

### 2.10. Hyperplasic spleens are associated with higher rank

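The genes with the smallest limma p between lsNM-R and ssNM-R spleens were Mmp8, Rgs2, Lgals3bp, Wnt2, Etnk1, Fads3, Man1a2, Mctp2, Gas1 and Malt1, and all 10 had an adjusted p of 0.429. In each of them the 3 values of one cohort lay apart from the 3 of the other, which their small p favours. Mmp8, on chromosome 9 of mm9 from 7558429 to 7568486, had 151 ± 26.6 normalized counts in ssNM-R and 382 ± 34.3 in lsNM-R (SD, n = 3 each), a log2 fold change of 1.34 with a standard error of 0.19. Rgs2, on chromosome 1 of mm9 from 145846468 to 145851291, had 281 ± 14.0 and 501 ± 80.8 (log2 fold change 0.82, standard error 0.13). Lgals3bp, on chromosome 11 of mm9 from 118254065 to 118263406, was lower in lsNM-R, with 8012 ± 863 and 4762 ± 635 (log2 fold change -0.75, standard error 0.12). The log2 fold changes of the others ran from -0.90 for Gas1 to 1.97 for Wnt2, which was near the floor in ssNM-R at 2.76 ± 0.238.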

We detected a small set of differentially expressed genes between NM-Rs with large and small spleens (41 upregulated genes and 16 downregulated) (figure 3*b*; electronic supplementary material, figure S9). Prediction of immune cell distribution using CIBERSORT analysis showed a specific difference in the apparent incidence of the M0 macrophage subtype (2.8 ± 1.5% in ssNM-R versus 10.4 ± 3.4% in lsNM-R) (figure 7*a*). Furthermore, GSEA highlighted significant increases in hallmark gene subsets such as inflammatory response, granulocytes, naive T- and B-cell pathways, and the Ltf-high-neutrophil subset in lsNM-R compared to ssNM-R (figure 7*b,c*). These findings suggested that NM-Rs with larger spleens are better equipped for defence against pathogens. Indeed, larger spleen size might confer a survival advantage for NM-Rs. 

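The M0 macrophage fraction was not analysed here. Over the macrophage list, 8 genes were higher and 3 lower in lsNM-R than in ssNM-R, with a median log2 fold change of 0.17 (camera adjusted p = 0.285). Of the list, 0 genes passed the threshold, over all genes or adjusted over the list alone, and 1 had an unadjusted p under 0.05. That gene was Cd163, on chromosome 6 of mm9 from 124254669 to 124280545, with 103 ± 96.6 normalized counts in ssNM-R and 494 ± 439.5 in lsNM-R (SD, n = 3 each), a log2 fold change of 2.46 with a standard error of 0.94 (limma adjusted p = 0.534). Without ssNM-R 3 the list had a median of 0.32 and a camera adjusted p = 0.00863, and without ssNM-R 6 a median of -0.0019.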

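The gene sets of the study were not used here. Fig. 7b shows 43 leading edge genes of the inflammatory response, of which 40 were in the table. All 40 were higher in lsNM-R than in ssNM-R, with a median log2 fold change of 0.49 (camera adjusted p = 1.11e-13 over the 21 lists). Because the study picked these genes for that direction on the same spleens, this is not independent evidence. Over all genes 0 of them passed the threshold, adjusted over the list alone 3 did, and 16 had an unadjusted p under 0.05. Csf3r had the smallest p, with 796 ± 160.0 normalized counts in ssNM-R and 1475 ± 198 in lsNM-R (SD, n = 3 each; log2 fold change 0.90, standard error 0.18, limma adjusted p = 0.429). Among the others, Il10 and Rgs1 were highest in lsNM-R 5 by a wide margin, Tlr1 lowest in ssNM-R 6, and Sele near the floor in every NM-R spleen. The granulocyte list had 7 genes higher and 2 lower in lsNM-R, with a median of 0.48 (camera adjusted p = 0.00156), 0 genes past the threshold over all genes, 5 adjusted over the list alone and 6 at an unadjusted p under 0.05. In the T cell list 12 genes were higher and 1 lower, with a median of 0.38 (camera adjusted p = 0.00992) and 2 genes at an unadjusted p under 0.05. Without lsNM-R 1, the T cell median was 0.16 (camera adjusted p = 0.729). The B cell list was at 0.29 (camera adjusted p = 0.0579), and at 0.039 without lsNM-R 1. In all, 3 lists were higher and 1, smooth muscle, lower in lsNM-R with camera, and none of these 4 calls held with an estimated correlation or with fry, where the smallest adjusted p were 0.151 and 0.0549, both for the leading edge genes. From its differences between the cohorts, the enriched gene sets among them, the paper proposes a better defence against pathogens in NM-Rs with larger spleens.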

NM-Rs are eusocial mammals with a structural hierarchy with the queen and her consorts occupying the highest rank [12]. We modified a ranking index of animals in a colony with the highest ranking set to 1 for the queen and the lowest to 0 for subordinate [13,45]. The ranking index of 24 healthy NM-Rs (12 ssNM-R, 12 lsNM-R) used in this study had been determined (figure 7*d*). Strikingly, most of the animals (75%) with a small spleen were found to have the lowest rank (figure 7*d*). By contrast, many more of the animals with large spleens belonged to the higher ranks (figure 7*d*). We found a significant positive correlation between ranking index and spleen mass (%BM) when combining all healthy cohorts (ssNM-R, lsNM-R) (figure 7*e*). By contrast, the liver mass (%BM) was poorly correlated with the ranking index in the combined healthy cohort (figure 7*f*). There was a significant correlation between rank and BM (figure 7*g*), but the age of the animals was a poor predictor of ranking or BM (figure 7*h,i*). Our data identify rank as being predictive of spleen size in healthy animals with large spleens probably conferring an immunological advantage over lower-ranked animals.

**Figure 7.**
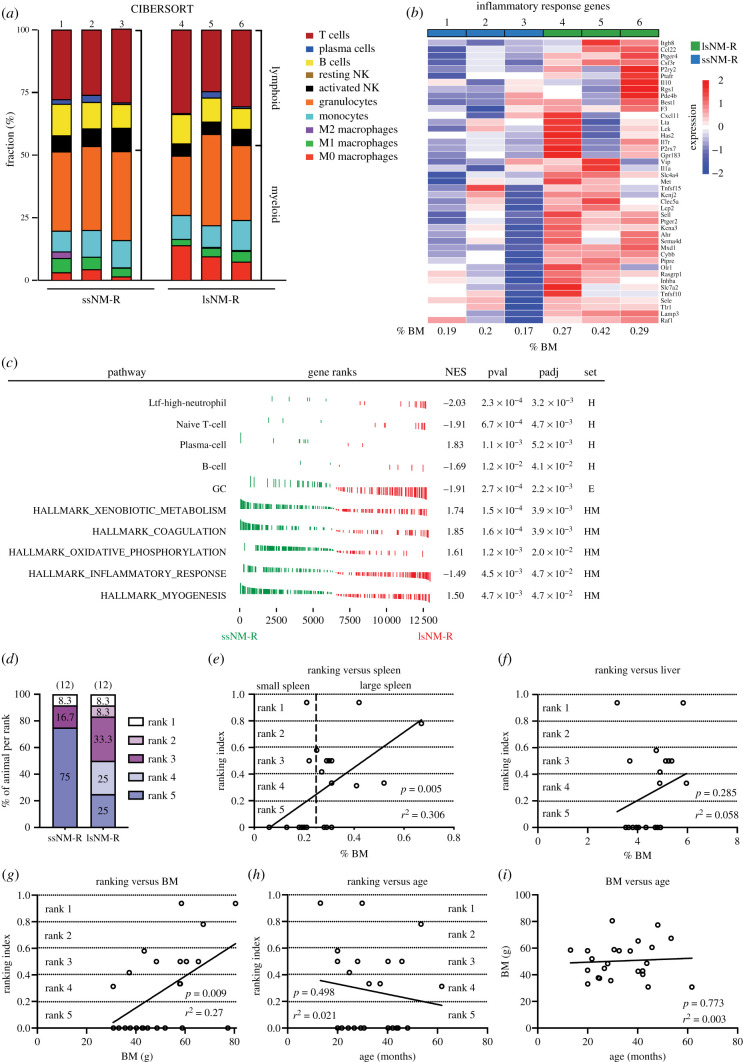
Hyperplasic spleens in lsNM-R are associated with higher rank. (*a*) Relative fraction of immune cells predicted by CIBERSORT in ssNM-R and lsNM-R spleens (*n* = 3 per cohort). NK: natural killer cell. (*b*) Heatmap representation of leading edge inflammatory response genes for ssNM-R and lsNM-R spleens identified by hallmark GSEA analysis. (*c*) GSEA of transcriptomic data from ssNM-R and lsNM-R spleens (*n* = 3 per cohort). NES, normalized enrichment score; pval, *p* value; *p*_adj_, adjusted *p* value. Significantly enriched pathways using NM-R cell-type signatures from Hilton and colleagues (H) [17], Emmrich and colleagues (E) [72] and established hallmark pathways (HM). GC: granulocytes. (*d*) Percentage of animal per rank and per cohort. Note that only 25% of the lsNM-R has the lowest ranking index (rank 5) compared to 75% in ssNM-R. (*e–h*) Correlation between rank of NM-R in their colony (ranking index) and spleen size (%BM) (*e*), liver size (%BM) (*f*), body mass (BM) (*g*) or age (*h*), showing that the ranking index of NM-Rs positively correlated with their spleen size and BM but not with their liver size and age. (*i*) Body mass and age of NM-Rs poorly correlated). Simple linear regression analysis was used to test goodness of fit: the calculated r square (*r*^2^) and *p*-value are given for each line. NM-Rs *n* = 24 including *n* = 12 ssNM-R, *n* = 12 lsNM-R.

## 3. Discussion

An enlarged spleen may indicate that the immune system is reacting to infection or inflammation in rodents [18,19]. In our survey of the immune system of NM-Rs we found an unusual variation in spleen size in apparently healthy individuals. Healthy animals with enlarged spleens showed similar white blood cell composition and splenic structural features to animals with small spleens. By contrast, NM-Rs suffering from wound infection displayed enlarged spleens with accompanying signs of immune activation like increased blood monocytes and increased numbers of immature neutrophils (figure 2*g,i*). Interestingly, the spleens of injured animals were on average larger than those of lsNM-Rs, but this was not statistically different (figure 1*d*). We could show that in healthy animals both small and enlarged spleens were associated with enhanced erythropoiesis, megakaryopoiesis and myeloid hyperplasia when compared with mice (figures 5 and 6; electronic supplementary material, figure S8). However, we detected significant molecular differences between small and enlarged spleens of healthy NM-Rs, with large spleens harbouring larger numbers of an LPS-responsive granulocyte population (also called Ltf-high-neutrophil), recently described in NM-Rs [17]. Intriguingly, the molecular profile of larger spleens suggested a pre-activated state that might prepare the animal to better fight infection. One unique feature of NM-R colonies is that they display a hierarchical structure, with the highest-ranked members most likely to be or become breeders [12]. Indeed, it has also been shown that higher-ranked NM-Rs such as breeders show longer lifespans compared to lower-ranked individuals [4] as well as better survival rates following viral infection compared to non-breeders [15]. Furthermore, higher-ranked individuals are often tasked with colony defence, hence these individuals have a higher risk of coming into contact with intruders which may carry pathogens [12]. Body mass is positively correlated with rank in NM-Rs [13,45], and here we extend this finding by showing that spleen size also positively correlates with the rank of animals. Interestingly, the size of other organs like the liver showed no correlation with the animal's rank. We propose that NM-Rs with enlarged spleens may have a survival advantage over lower-ranked animals. The immunological repertoire of animals with large spleens may help them to better fight infection, or could even confer cancer resistance. Thus, we have shown a remarkable plasticity in the immune system of NM-Rs that may be regulated through social interaction. When members of the colony get sick, social distancing, as practised by some species [46], may not be feasible. Thus, tuning of immune competence in higher-ranked NM-Rs may be a novel strategy in the animal kingdom to deal with the challenge of infection in a tightly knit colony. The factors that drive spleen plasticity remain to be determined. Social hierarchies have been previously shown to influence the immune cell repertoire and functions in rhesus macaques and humans [47,48]. Interestingly, proinflammatory and antibacterial phenotypes were shown in low-status individuals and antiviral phenotype in high-status individuals. Our findings suggest that social status might alter the immune system differently in NM-Rs compared to macaque and humans. It might be argued that stress hormones like glucocorticoid may be higher in lower-ranked individuals a factor known to be immunosuppressive. However, the available literature suggests that the levels of such hormones are not higher in lower-ranked individuals, but are actually boosted in individuals isolated from the colony [49].

We also compared the anatomical and molecular properties of the NM-R spleen to those of other rodents including mice, rats and two other social members of the Bathyergidae family to which NM-Rs belong [29]. Our analysis showed that among these rodents only the NM-R spleen display a dramatic decrease in white pulp/red pulp ratio [17,50] and a unique microarchitecture of the marginal zone (reduced marginal zone B cells and marginal zone macrophage populations) which might indicate that the clearance of blood-borne pathogens may be altered compared to other species. This phenotype might partially explain why NM-Rs readily succumb to herpes or coronavirus virus infections [15,16]. We also show that lymphopoiesis in NM-Rs is maintained since lymphocytes were found in peripheral blood, lymph nodes, mucosa-associated lymphoid tissues in the gut and the thymus, which all expressed CD3+ T cells. The thoracic thymus of NM-Rs was much smaller than those of mice at different ages. Cervical thymus could contribute to T cell maturation as observed in NM-Rs and other mammals [16,51,52]. It is well known that intrinsic and extrinsic factors such as cytokines and chemokines are involved in T and B cell migration and homing [31,53]. 

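Lta, on chromosome 17 of mm9 from 35340110 to 35342296, had 227 ± 11.7 normalized counts in mice (SD, n = 3) and 10.6 ± 6.50 in NM-Rs (SD, n = 6; log2 fold change -4.47, standard error 0.42, limma adjusted p = 4.82e-06), of which lsNM-R 1 was highest at 22.6. Nkx2-3, on chromosome 19 of mm9 from 43686815 to 43690381, had 327 ± 33.4 and 218 ± 58.3 (log2 fold change -0.62, standard error 0.20, limma adjusted p = 0.0160). Its call was lost in 2 of the 9 fits that each left out 1 spleen, with the largest adjusted p of 0.0684 without mouse 1, and with quantile normalization, where the adjusted p was 0.0515. Ctsb, on chromosome 14 of mm9 from 63741302 to 63764758, had 26909.8 ± 845 and 4902 ± 2116 (log2 fold change -2.54, standard error 0.26, limma adjusted p = 8.97e-06), with ssNM-R 6 highest among the NM-Rs at 8989.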

Our present data show that RNA levels of such factors (*S1pr1, S1pr3, Cxcl13, Cxcr5, Ccr7, Lta, Nkx2-3* and *Ctsb*) were reduced in NM-R spleens (electronic supplementary material, table S1). The mechanisms of tissue homing specificity observed in NM-R and the factors involved in this process remain to be determined.

We did not find reports describing viral or bacterial infections of NM-Rs in the wild [54–57], unlike their close relatives of the genus *Cryptomys* and *Bathyergus* that harbour *Bartonella* [58]. However, in captivity NM-Rs have been reported to be susceptible to coronavirus infection [15] and in our own laboratory we lost more than 55% of colony members (in colony 1: 20 out of 35 NM-Rs and in colony 2: 5 out of 8 NM-Rs) within a few months because of an unknown viral infection. Interestingly, in both laboratories after these mass die-off events almost all queens survived. The relative susceptibility of NM-Rs to viral infection may be due to a narrower immune cell spectrum available to eliminate pathogens with reductions in B cell lineages, dendritic cells, marginal zone macrophages and canonical NK [17] (and our present work). This is in contrast to observations of viral tolerance in some long-lived bat species [59]. However, we found an increase in gamma-Delta T cells (electronic supplementary material, figure S3E), a special T lymphocyte subset known to be at the border between evolutionary primitive innate system and the adaptive immune system and involved in the ‘first line of immune defence’ against viruses, bacteria and fungi [60,61]. The presence of more neutrophils and a LPS-responsive granulocyte population also support the idea of enhanced antibacterial defences in NM-Rs. Intriguingly, in injured NM-Rs despite increased numbers of immature neutrophils in peripheral blood indicating emergency myelopoiesis in response to injury [23], the animals did not recover, some even developed abscesses, suggesting increased vulnerability to secondary infection.

We also show that adult haematopoiesis takes place in NM-R spleen in addition to adult bone marrow haematopoiesis under normal physiological conditions, and regardless of spleen size. In rodents, extramedullary erythropoiesis is observed in response to hypoxia [33,62]. Thus, the active haematopoiesis in the spleen might reflect an adaptation of the NM-R to compensate for hypoxic environments. Surprisingly, despite the increase in splenic megakaryopoiesis a thrombocytopenia-like phenotype is observed in the peripheral blood of NM-Rs with low platelet counts and the presence of immature platelets. This could also be due to the hypoxic habitat of NM-Rs since in mice hypoxia induces thrombocytopaenia [63].

Interestingly, the NM-R immune system displays more similarities to humans than to that of other rodents with a larger myeloid compartment in peripheral blood and spleen, and insignificant splenic lymphopoiesis. Indeed, NM-R immature (stab-shaped neutrophils) and mature neutrophils found in bone marrow and in peripheral blood resemble those of humans [64]. Food, body size and physiology are factors known to influence spleen development [65]. We also found that thoracic thymus development was quite distinct in the NM-R compared to mouse. Hormonal and endocrine status can influence the development of the immune system [66] and it should be noted in this context that all NM-Rs used in this study were non-breeders and, therefore, reproductively suppressed [45]. 

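Nkg7, on chromosome 7 of mm9 from 50692443 to 50693616, had 569 ± 43.1 normalized counts in mice (SD, n = 3) and 62.8 ± 20.7 in NM-Rs (SD, n = 6; log2 fold change -3.23, standard error 0.30, limma adjusted p = 4.16e-06). Gzma, on chromosome 13 of mm9 from 113884033 to 113891187, had 650.2 ± 152 and 43.8 ± 15.8 (log2 fold change -3.91, standard error 0.32, limma adjusted p = 1.81e-06). Ncr1 is not listed under that symbol in the table and was not analysed here.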

We, like others have found low RNA levels of NK markers (*Ncr1, Nkg7* and *Gzma*). Furthermore, *Adgre1* expression (coding for F4/80), a known rapidly evolving gene in monocytic/macrophage lineages [67] and a marker of liver resident-macrophages and red pulp macrophages in mice, was almost absent in the spleen and liver of NM-Rs (electronic supplementary material, figure S7D and data not shown). This suggested that evolutionary pressure selected against the expression of such genes in the NM-R. Indeed, differences in phenotypic marker expression of immune cells between NM-R and mice should be treated with caution. Bone marrow macrophages of NM-R express the NK1.1 receptor of NK cells and are activated by NK1-1 antibodies *in vitro* [68]. We found low RNA levels of mouse classical red pulp macrophage markers (F4/80, *SpiC*, *Cd68*) (electronic supplementary material, figure S7D); however, GSEA and histological analyses showed that macrophages are present in the red pulp and they store iron (figures 4*i* and 6*e*; electronic supplementary material, table S4). Whether these macrophages resemble mouse red pulp macrophages remains to be determined. 

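Irf8, on chromosome 8 of mm9 from 123260258 to 123280594, had 6736 ± 399 normalized counts in mouse spleens (SD, n = 3) and 2490.5 ± 410.5 in NM-R spleens (SD, n = 6; log2 fold change -1.45, standard error 0.14, limma adjusted p = 6.33e-06). Irf4, on chromosome 13 of mm9 from 30841095 to 30858796, had 1927 ± 149.7 and 219 ± 58.3 (log2 fold change -3.17, standard error 0.20, limma adjusted p = 2.43e-07). Bach1, on chromosome 16 of mm9 from 87699190 to 87733591, was higher in NM-Rs, with 1033 ± 54.6 in mice and 2267 ± 505 in NM-Rs (log2 fold change 1.10, standard error 0.18, limma adjusted p = 3.03e-04).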

Interestingly, development and survival factors characteristic of the murine red pulp macrophages (*Irf8, Irf4, Bach1*) [42] were inversely expressed in NM-Rs compared to mice (electronic supplementary material, figure S7D and table S1). Unfortunately, we could not validate our data obtained on B cells, dendrite cells and macrophages due to a lack of specific reagents recognizing these immune cells in the NM-R.

Age-related changes of the immune system in humans and mice are thought to be caused by reduced thymus activity and chronic low-grade inflammation caused by increased activity of the innate immune system [69]. Interestingly, the composition of the NM-R spleen in healthy young animals is reminiscent of that of aged mice, including reduced abundance of marginal zone macrophages [70]. It remains to be seen whether the NM-R immune system is better equipped to prevent oncogenic events. Our observations of molecular and anatomical plasticity of the spleen in healthy higher-ranked animals raise the intriguing possibility that social success in this species may recruit the immune system to promote longevity.

## 4. Material and methods

### 4.1. Animals

Thirty-four healthy non-reproductive naked mole-rats (aged between 1.3 and 5 years; 18 males and 16 females) and 7 sick NM-Rs (aged between 1.7 and 7 years) were housed at the Max-Delbrück Center (MDC) in Berlin, Germany, in cages connected by tunnels, which were contained within a humidified incubator (50–60% humidity, 28–30°C), and heated cables ran under at least one cage per colony to allow for behavioural thermoregulation. Food (sweet potato, banana, apple, and carrot) was available ad libitum [71]. NM-Rs were sacrificed by decapitation.

Adult non-reproductive Natal mole-rats (*Cryptomys hottentotus natalensis*) and Highveld mole-rats (*Cryptomys hottentotus pretoriae*) were housed at the Department of Zoology and Entomology, University of Pretoria, South Africa in temperature-controlled rooms set at 25°C and a photoperiod of 12 h light–dark cycle. The humidity in the rooms was around 40–50%. mole-rats were fed on chopped vegetables and fruit daily and cleaned weekly with fresh wood shavings and paper towelling. All animals were humanly euthanized by decapitation under EC014-17.

Forty mice (aged between 4 weeks and 5 months, males and females) and 7 Sprague-Dawley rats (aged between 3 and 4.5 months, males and females) were fed *ad libitum* with standard diet and water on a 12 h light–dark cycle at 22°C ± 2°C under 55% ± 10% humidity. Mice and rats were housed in a pathogen-free facility at the MDC, Berlin, Germany. All procedures and animals experiments were conducted in compliance with protocols approved by the institutional Animal Care and Use Committee Landesamt für Gesundheit und Soziales Berlin (LAGeSo). Mice were sacrificed by cervical dislocation. Rats were sacrificed by decapitation with prior isoflurane anaesthesia. All efforts were made to minimize animal suffering.

### 4.2. Blood count, blood smear and bone marrow cell cytospin staining

Blood was collected after decapitation of NM-Rs directly into EDTA-containing tubes. Blood from mice was drawn via cardiac puncture and immediately transferred into EDTA-containing tubes. Blood cell counts were measured with an automated veterinary haematological counter Scil Vet abc (SCIL GmbH, Viernheim, Germany) or IDEXX ProCyte Dx haematology analyser (IDEXX, Germany) with software optimized for mouse blood parameters. May-Grünwald staining of blood smears was performed according to the manufacturer protocol (Sigma, Germany) and the cell type counts of the white blood cells were determined using a Leica DM 5000 B with a ×100 oil objective. At least 200 white blood cells were analysed per animal.

For performing cytospin and determining femur cellularity, bone marrow cells were flushed out from the femur, mechanically dissociated and counted using a TC20 automated cell counter (BioRad). For cytospin, 100 000 cells were centrifuged onto slides using a centrifuge slide stainer (Wescor) and stained manually with May–Grünwald staining.

### 4.3. Haematoxylin and eosin, iron staining, and immunostaining

Spleen, thymus, lymph nodes and small intestine Swiss rolls were rapidly collected, fixed overnight in 4% paraformaldehyde, embedded in paraffin, sectioned at 4 μm, and stained with haematoxylin & eosin histological stain according to the standard protocol. The histological detection of ferric iron in the spleen was performed using an iron staining kit (Abcam, cat. no. ab 150674).

For immunostaining, sections were deparaffinized and submitted to antigen retrieval (citrate buffer pH 6) using a microwave. After 2 washes with TBS-T (TBS with 0.05% Tween 20), sections were blocked with TBS-T + 5% goat serum for 30 min at room temperature and then incubated with rabbit primary antibodies overnight at 4°C. Primary antibodies were diluted in TBS-T + 1% goat serum. Sections were then washed three times with TBS-T, subsequently incubated with goat anti-rabbit-HRP (Jackson ImmunoResearch Labs, cat# 111-035-003, RRID:AB_2313567) for 1 h at room temperature. The rabbit primary antibodies CD3e (1 : 200, Abcam, cat. no. ab 5690, RRID:AB_305055) and MPO (1 : 500, Dako/Agilent, cat. no. A0398, RRID:AB_2335676) were used. Dako-EnVision + System-HRP (Dako, cat. no. K4002) was used for immunodetection. Haematoxylin counter staining was performed before mounting. All images were acquired using a Leica DM 5000 B. To quantify the number of splenic megakaryocytes, four randomly chosen fields in red pulp were photographed at 40× magnification for each animal and analysed using Item 5 software program (v. 5).

### 4.4. RNA preparation and RNA sequencing

Total RNA was isolated from three biological replicates per species and per group using RNeasy extraction kit (Promega). RNA-seq libraries were prepared using the Truseq Stranded total RNA kit (Illumina) and sequenced on the Illumina NovaSeq 6000 platform according to the manufacturer's instruction at Macrogen (Macrogen, Korea). Reads were aligned to mm9 and hetGla2/hetGla Female_1.0, respectively, using STAR aligner v. 2.5.3a. The aligned reads were then transformed to raw count tables using htseq-count version 0.10.0. The raw and normalized data are deposited at Gene Expression Omnibus (GEO, accession number GSE179350).

### 4.5. Transcriptomic analysis

Pre-processed RNA-seq data were imported in R (v. 3.5.1) for downstream analysis. NM-R genes were annotated to *Mus musculus* homologue-associated gene names using the biomaRt package (v. 2.38.0) to allow merging of the mouse and NM-R data sets. Genes were pre-filtered to remove those transcripts not corresponding to gene symbols or not reaching read sums higher than 10 across all samples. The DESeq2 package (v. 1.22.2) served for normalization and differential expression analysis. Differentially expressed genes were called using a threshold of an adjusted *p*-value (*p*_adj_) < 0.05 after multiple-testing correction (Benjamini–Hochberg). For global expression analysis principal component analysis was done using pcaExplorer (v. 2.8.1) based on the top 3000 variable genes and a global distance matrix was generated using the Euclidean distance. Expression of gene sets was visualized using the pheatmap package (v. 1.0.12), gene wise scaling and Pearson correlation as distance measure for hierarchical clustering where applicable. To perform gene set enrichment analysis the fgsea package (v. 1.8) was used and pre-built, established gene sets were applied (available on request) or custom gene sets were generated from published data derived from NM-R transcriptomes [17,72]. To assess the cellular composition within the spleens based on the bulk transcripome data, CIBERSORT analysis was performed using the web interface as described by Newman *et al.* [25]. For this, mouse immune gene expression signatures were used as presented by Chen *et al.* [26].

### 4.6. Immunoblotting

Tissues were lysed with 8 M urea and protein analysed by SDS/PAGE/protein blotting using rabbit antibody against CD3e (Abcam, cat. no. ab 5690, RRID:AB_305055), rabbit antibody against anti-human MPO (Dako/Agilent, cat. no. A0398, RRID:AB_2335676), mouse β-actin (Sigma-Aldrich, cat. no. A1978, RRID:AB_476692), horseradish peroxidase-conjugated secondary antibodies (Jackson ImmunoResearch Labs, cat# 111-035-003, RRID:AB_2313567) and chemiluminescence detection (Thermo Fischer).

### 4.7. Hierarchy assessment and ranking index

Methods were as described in [13] and modified from [45]. In brief, two NM-Rs were allowed to approach each other head on in an artificial plastic tunnel. During these interactions the more dominant individual will reliably climb over the subordinate individual. Using a single-elimination strategy, with a minimum of three trials for each pseudo-randomly selected pairing of NM-Rs from a single colony, a ranking index (RI) was calculated for each colony. RI = (number of wins) divided by (the total number of behavioural trials). RI values were normalized to the maximum value for each colony and the following rankings were assigned based on RI: rank 1, RI > 0.8, rank 2, RI > 0.6, rank 3, RI > 0.4, rank 4, RI > 0.2, rank 5, RI < 0.2. The queen was assigned a rank of 1.

### 4.8. Statistical analysis

All data are expressed as mean ± s.e.m. Data were first tested for normal distribution. For CIBERSORT analysis variation is reported as ± standard deviation. Statistical tests performed can be found in the Figure legends. Statistical analyses were carried out using Prism 8 (GraphPad Prism, RRID:SCR_002798) unless otherwise stated. *p* value < 0.05 was considered to be statistically significant.

## Data Availability

The raw and normalized data are deposited at Gene Expression Omnibus (GEO, accession no. GSE179350). The data are provided in electronic supplementary material [73].

How the deposited data were processed for this re-analysis (not part of the article)

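The data are 9 spleen libraries, 1 per animal, from 3 mice, 3 ssNM-Rs (numbered 2, 3 and 6) and 3 lsNM-Rs (numbered 1, 4 and 5). Groups were taken from the organism and the spleen size in the sample labels, and small and enlarged spleens were read as the ssNM-R and lsNM-R cohorts of the paper. The sex given in the labels was not tested, because none of the genes of the sex list is listed in the table.

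According to the methods, the authors aligned the reads with STAR to mm9 for mice and to the NM-R genome for NM-Rs, and counted them per gene with htseq-count. NM-R genes received mouse names through biomaRt, and the merged counts were divided by DESeq2 size factors over all samples. The signal values of the table are therefore read counts per gene divided by 1 size factor per library, made by the authors before the table was deposited, and they are not divided by gene length. The methods say that genes without a symbol and genes with few reads were removed, while the table held 1025 genes with an NM-R identifier alone and the lowest sum over the 9 libraries was 10 reads. The strand setting of the counting is not stated.

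The unit was tested on the values. In each library 100% of the values were whole multiples of one step, and dividing by the step gave whole reads. DESeq2 size factors computed from these reads were equal to the inverse of the steps. They lay between 0.666 in ssNM-R 3 and 1.59 in lsNM-R 5. The libraries held between 7815326 and 18387599 recovered reads (median 10965902), and between 374 and 686 genes per library were at 0. A normalized count of 1 thus stands for less than 1 read in the shallowest library, and genes at or under 3 reads in every library of a group were taken to be at the floor. The table lists 12946 genes, of which 10422 carry the symbol of a gene of the mouse annotation.

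The comparisons, tests, marker gene lists, the rule for genes to be named and the alternatives were chosen before the data were examined, except where the text says otherwise. Values were taken as log2(normalized count + 1) and fitted in limma 3.58.1 (R 4.3.3) as 1 mean per group over all 9 spleens, with empirical Bayes moderation, a trended variance and 2-sided tests. With 3 spleens per group, the 3 groups share one estimate of the spread. The comparisons are ssNM-R with mouse, lsNM-R with mouse, lsNM-R with ssNM-R, and the mean of both cohorts with mouse. Benjamini-Hochberg adjustment covered all genes, and the threshold was an adjusted p of 0.05. Folds are ratios of group means of normalized counts. Distances are Euclidean over the log2 values of all genes, and principal components use the 3000 most variable genes.

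Gene lists were tested with camera of limma at a preset correlation of 0.01, adjusted over 21 lists. These are the marker lists of B cells, plasma cells, T cells, NK cells, dendritic cells, granulocytes, macrophages, the erythroid lineage, megakaryocytes, smooth muscle, cell cycle, liver, pancreas, adipose tissue, skeletal muscle and mesothelium, and the erythroid, iron, haem, megakaryocyte and leading edge genes that the paper shows. The marker lists share 0 genes with each other. A monocyte list had fewer than 5 genes in the table and was left out, and shorter groups of genes that the paper names were not tested as lists. This set of 21 lists was fixed after the data were seen, as was the choice of the lists whose values answer a comparison.

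The genes named are all those the paper names in the text and figures used, the 10 with the smallest p between lsNM-R and ssNM-R (the rule for fewer than 5 genes past the threshold), and the 5 highest and 5 lowest log2 fold changes between NM-R and mouse. For the latter a mean of at least 1000 normalized counts in the higher species and at least 10 in every spleen of the other was required. Other genes are named only as members of a list, or are said to have been chosen after their values were seen. Madcam1, Spic, Cd68, Fth1, Hmox2, Ncr1, Best1 and Lamp3 are not listed in the table under these symbols.

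The alternatives were pseudocounts of 0.5 and 5, genes with a mean of at least 10 normalized counts, each spleen rescaled to the same total or the same upper quartile, quantile normalization, median-of-ratios rescaling over the NM-R spleens, eBayes without a trend, only the compared groups in the fit, and genes identical in all NM-R spleens counted once. Further alternatives were the edgeR 4.0.16 quasi-likelihood test with TMM and DESeq2 1.42.0 on the recovered reads, DESeq2 on the NM-R spleens alone, camera with an estimated correlation, fry, a replicate block, and each spleen left out in turn. A depth class of the NM-R libraries as a term in limma and DESeq2, the age of the NM-Rs as a term in DESeq2, and DESeq2 with each spleen left out, were added after seeing the data. In all, 155 results gave 1444 alternative values, 20 of them from alternatives added after seeing the data, and 22 explanations were tested. Tables and the search of the mm9 genome for copies of mitochondrial sequence used Python 3.11.15, pandas 2.3.3 and blastn 2.17.0.

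The tests were checked on simulated data in which 200 of 12946 genes, all with ample reads, were changed in the lsNM-R spleens. limma recovered 97% of the genes changed 4-fold and 62% of those changed 2-fold with 17 false calls, DESeq2 99% and 85% with 55 false calls, and edgeR 98% and 73% with 27 false calls. A planted list was called by camera and 0 of 20 control lists were, although these control lists hold genes simulated independently of each other.

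The cell fractions and the gene set enrichment of the study were not repeated, because the web tool, its signature matrix and the gene sets were not used here. NM-R gene positions, reads and protein, histology and blood measurements were not analysed here either.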

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

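All tests in this part were chosen only after the result was seen. Among the 6 NM-R spleens, 11 of 146 results examined (125 genes and 21 lists) had 1 spleen whose gap to the nearest other spleen exceeded 0.625 of the whole range, where chance gives 7.3. The spleen was ssNM-R 6 for 6 genes, lsNM-R 1 for 3 and lsNM-R 5 for 2. In lsNM-R 1 these were Cd79b (a share of 0.636 of the range, 1069 normalized counts against 405 to 647 in the other NM-Rs), Cxcr5 (0.809) and Lta (0.65, 22.6 against 4.23 to 10.7). In lsNM-R 5 they were Il10 (0.820, 81.5 against 6.01 to 19.6) and Rgs1 (0.912, 462 against 15.0 to 54.3), both among the leading edge genes. In ssNM-R 6 they were Cd14 (0.627), Hpx (0.761), Cd63 (0.655, 6154 against 4609 to 5142), Ctsb (0.651), Tlr1 (0.661, 203 against 514 to 674) and Sele (0.835, at the floor in every NM-R spleen, so nothing can be read from it). No technical explanation was tested for the genes of lsNM-R 1, lsNM-R 5 and for Cd14, Cd63, Ctsb and Tlr1, and no biological one.

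Hpx is a gene of the liver list, and 13 of the 14 genes of that list were highest in ssNM-R 6 among the NM-R spleens. Alb reached 2173 normalized counts there and 694 in lsNM-R 5, against 60.2 to 208.7 in the other NM-Rs. RNA from liver tissue in that spleen sample is a candidate explanation, and it would bring all abundant liver transcripts. Apoa2 (6.32) and Apoc3 (9.48) stayed low in ssNM-R 6, although higher than in the other NM-Rs, and Cyp2e1 was at 0. Their low levels argue against liver RNA only if the NM-R gene models of these genes collect their reads, which was not tested. Liver RNA therefore cannot be told apart from a local rise of some of these genes. The spleen also holds RNA of this list outside ssNM-R 6, with 11 of the 14 genes at a mean of at least 10 normalized counts in NM-Rs and 6 in mice, and 1 gene is named by the paper.

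The smooth muscle list was lower in lsNM-R than in ssNM-R, with a median log2 fold change of -0.24 and all 10 listed genes lower, 1 of them named by the paper (camera adjusted p = 0.0230). Over all genes 0 of them passed the threshold, and 1 had an unadjusted p under 0.05. With an estimated correlation the adjusted p was 0.874 and with fry 0.915. The median was -0.036 without ssNM-R 6 (camera adjusted p = 0.685) and -0.074 without lsNM-R 1 (camera adjusted p = 0.729). The list passed in 4 of the 6 fits that each left out one spleen, all of which held both ssNM-R 6 and lsNM-R 1. Its call therefore needs both of these spleens. Of 6 lists of tissues around or outside the spleen (smooth muscle, mesothelium, adipose tissue, pancreas, liver and skeletal muscle), 5 had their highest mean in ssNM-R 6, and skeletal muscle had it in ssNM-R 3. A candidate explanation is more capsule and attached tissue in that spleen sample. It rests on 1 library and cannot be told apart from a difference in the spleen itself, and the spleen size of the cohorts stays open as untested.

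Between NM-R and mouse, the mitochondrial genes Cox3, Cox2, Atp6 and Atp8 had log2 fold changes of 9.48, 9.36, 9.11 and 7.39, among the 5 largest by the rule for named genes. Cox3 had 101 ± 8.51 normalized counts in mice (SD, n = 3) and 73846 ± 10751 in NM-Rs (SD, n = 6). Reads lost to a nuclear copy of the mouse mitochondrial genome may explain this. On chromosome 1 of mm9 from 24618374 to 24623027 lies a copy of positions 6390 to 11042 of the mitochondrial genome, 4654 bases long with 99.936% identity, so that reads from it match 2 places. Of 13 mitochondrial genes listed, 6 lie inside the copy in full, and these 6 were at 0.045 to 0.553% of the NM-R level in mice, whereas 0 of the 7 others were under 1%. For these 6 genes the values fit a loss of reads that match more than 1 place, and their fold changes are not read as biology. Cox1 and Nd4 lie partly inside the copy, with 31.3 and 63.6% of their length, and were at 48.2 and 41.0% of the NM-R level. Of the genes wholly outside it, Nd6 was at 2.42% and the others between 19.6 and 63.5%, so this copy does not explain the low level of Nd6. A copy of positions 12488 to 15359 on chromosome 4, with 93.009% identity, spans Nd6 in full, with at most 39 bases in a row without a difference. It spans Cytb in full too, with at most 47 such bases, and Cytb was at 57.6% of the NM-R level, which argues against that copy as the cause for Nd6. Nd6 lies on the other strand, and the effect of the strand on counting was not tested. No biological explanation was tested.

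Phospho1 had a log2 fold change of 7.87 between NM-R and mouse, with 32.5 ± 12.1 normalized counts in mice (SD, n = 3) and 7599 ± 1037 in NM-Rs (SD, n = 6). The lowest values by the same rule were those of Coch at -8.49, Kbtbd11 at -7.40 and 3 genes with an NM-R identifier alone at -9.53, -8.44 and -8.33. How reads of mice came to be listed under an NM-R identifier is not stated. The direction and call of these genes held under all alternatives run for them. Missing or partial gene models, reads shared with related genes and a difference between the species were not tested for them and stay open.

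The cell cycle list was higher in NM-R than in mouse, with a median log2 fold change of 1.48 and 9 of 9 listed genes higher. Of these, 8 were past the threshold over all genes and 8 adjusted over the list alone. The camera adjusted p was 0.0157, and with an estimated correlation it was 0.560, so that the call was lost. Of its genes 0 are named by the paper. All 9 were lowest in mouse 1 among the mice, as were 13 of 13 erythroid genes, compared to 35.6% of 10903 genes with a mean of at least 10 in mice. Lower depth of that library is excluded as the cause, because mouse 1 had the most recovered reads of the mice, 11180912. Without mouse 1 the median of the cell cycle list was 1.27 and the list was still called. A smaller share of dividing erythroid cells in mouse 1 and a difference between the species were not tested and stay open.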

How the results depend on the processing

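Each choice was changed alone, which gave 1444 values for 155 results, and 1328 of them kept the direction and side of the threshold, or stayed within the spread or within 1.5 times a count. The cause of the changes was not tested. The counts of genes between either cohort, or both, and mice stayed within 1.5 times under every alternative.

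For lsNM-R against ssNM-R, DESeq2 with the authors' scaling called 41 genes higher and 16 lower, and DESeq2 on the 6 NM-R spleens alone 13 and 3. The limma and edgeR alternatives called 0 genes, as did limma in the 6 fits that each left out one spleen (from 0 to 0 in both directions), and 1138 genes had an unadjusted p under 0.05 with all spleens. With settings chosen after seeing the data, DESeq2 with the depth class called 63 higher and 14 lower on the 6 NM-R spleens and 194 higher and 51 lower on the 9 spleens, with the age of the NM-Rs as a term 123 higher and 50 lower, and across the 6 DESeq2 fits that each left out one spleen the counts ran from 28 (without ssNM-R 6) to 54 (without ssNM-R 3) higher and from 7 (without lsNM-R 4) to 44 (without lsNM-R 1) lower. The ratio of the distance between species to that among NM-Rs rose to 4.75 with the 3000 most variable genes and to 4.14 with a pseudocount of 5.

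For the lists between lsNM-R and ssNM-R, an estimated correlation and fry each left 0 higher and 0 lower, so that the leading edge (0.49), granulocyte (0.48) and T cell (0.38) medians were no longer past the threshold, and quantile normalization left 0 lower. With each spleen left out, from 2 to 6 lists were higher (6 without ssNM-R 3) and from 0 to 3 lower (0 without ssNM-R 6 or lsNM-R 1). The B cell median ran from 0.039 without lsNM-R 1 to 0.53 without ssNM-R 3 and passed in 3 of the 6 fits (0.53, 0.50 without lsNM-R 4 and 0.38 without lsNM-R 5), and the T cell median from 0.16 without lsNM-R 1 to 0.74, no longer past the threshold without ssNM-R 2, lsNM-R 1 or lsNM-R 5.

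For the lists between NM-R and mouse, an estimated correlation left 0 higher and 0 lower, the B cell (-3.68), T cell (-1.98) and erythroid (2.90) lists included. With fry 12 lists were higher and 6 lower, and the granulocyte (1.39), megakaryocyte (1.33), iron (0.61), haem (0.74), smooth muscle (1.25), pancreas (1.16), adipose (1.77), skeletal muscle (1.74) and plasma cell (-2.30) lists passed, which did not with camera. With each spleen left out, from 4 to 7 lists were higher (7 without lsNM-R 5), with granulocyte medians from 1.21 to 1.50 and megakaryocyte medians from 1.26 to 1.46, both past the threshold without lsNM-R 5 alone, while smooth muscle passed in 5 and plasma cells in 2 of the 9 fits.

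The direction turned for Hif1a between NM-R and mouse with the same upper quartile (0.055) and quantile normalization (0.00015), and within -0.10 to 0.018 across the fits that each left out one spleen, and for Slc11a1 with the same upper quartile (0.0041) and within -0.16 to 0.035. Il10 between the cohorts ran from -0.33 to 1.24, negative without lsNM-R 5. Of the lists between the cohorts, megakaryocyte turned to -0.030 with quantile normalization and to -0.0060 with median-of-ratios rescaling, and adipose to 0.18 over genes with a mean of at least 10. Across the fits that each left out one spleen, medians ran from -0.21 to 0.43 for plasma cells, -0.41 to 0.19 for NK cells, -0.053 to 0.14 for dendritic cells, -0.0019 to 0.32 for macrophages, -0.19 to 0.10 for erythroid genes, -0.25 to 0.31 for megakaryocytes, -0.92 to 0.67 for liver, -0.074 to 0.069 for pancreas, -0.36 to 0.65 for mesothelium, -0.12 to 0.11 for the erythroid genes of the paper and -0.21 to 0.12 for its megakaryocyte genes. Of the lists between the cohorts that did not pass with all spleens, liver, like B cells, passed in 3 of these 6 fits, and plasma cells, NK cells, macrophages, megakaryocytes and skeletal muscle in 1 each.

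Of 94 results for single genes, 10 changed, with 4 values weaker, 8 stronger and 6 reversed among 752, which include only the lowest and the highest fold change of the fits that each left out one spleen. Over all of these fits, Cd3e (adjusted p = 0.0757) and Epas1 (0.0549) also lost their calls, both without mouse 3. Of 30 results for lists other than those that answer a comparison, 25 changed, with 10 values weaker, 13 stronger and 14 reversed among 225. Counting genes identical in all NM-R spleens once moved nothing, because 0 genes were identical.

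The labels number libraries 2 and 3 in mice and in ssNM-Rs, but these are animals of different species, and over genes the deviations of equally numbered libraries from their group means had Pearson's r of -0.0045 and 0.00076. With the number as a replicate block over these 4 libraries, 4623 genes were higher and 4652 lower in ssNM-R than in mouse. Depth limits the genes at the floor, such as Sele, Vip in mice and Ccl19 in ssNM-R, whose fold changes depend on the pseudocount.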

Differences from the paper's values

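The paper calls 41 genes higher and 16 lower in lsNM-R than in ssNM-R, and limma called 0 and 0 here, with 678 and 460 at an unadjusted p under 0.05. Of the alternatives set before the data were examined, DESeq2 with the authors' scaling gave 41 and 16, and the paper's methods name DESeq2. DESeq2 on the 6 NM-R spleens alone gave 13 and 3, and the other alternatives set before the data were examined, all with limma or edgeR, gave 0 and 0, so they did not close the gap. Among settings chosen after seeing the values, DESeq2 with one spleen left out gave 28 to 54 higher genes, all within 1.5 times the paper's 41, and 20 (without ssNM-R 2) and 21 (without ssNM-R 6) lower genes within 1.5 times its 16. DESeq2 with the depth class of the library, also chosen after seeing the values, gave 14 lower genes on the 6 NM-R spleens, within 1.5 times the paper's, and 63 higher ones, which are not, and on the 9 spleens it gave 194 and 51, both further away, as did the age of the NM-Rs as a term, with 123 and 50.

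For Siglec1 the paper gives a 3-fold rise against mice, and the ratio of group means was 6.01 (SD 2.76). Of the alternatives set before the data were examined, leaving out mouse 2 (5.73), mouse 3 (5.28), ssNM-R 3 (5.64) or lsNM-R 1 (5.57) brought the difference under the SD, although each value stayed over 1.5 times the paper's. The others did not, namely the ratio of group medians (6.72), the power of 2 of the log2 fold change (5.97), the same total (5.76) and leaving out each of the other spleens (5.93 to 7.40, the highest without mouse 1). For Marco the paper's 10-fold fall and the 13.3 here did not differ by this measure, while the ratio of group medians (16.7) and leaving out ssNM-R 3 (15.4) did.

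The paper describes the increase of Cd14 as small, and its log2 fold change was 3.73. The paper reports Fli1 and Itgb3 as raised in NM-R, and neither passed the threshold here (log2 fold change 0.30 with a limma adjusted p = 0.0596, and 0.48 with a limma adjusted p = 0.0825). Fli1 passed with the same upper quartile (0.0176), quantile normalization (0.0225), DESeq2 (0.0453), edgeR (0.0384), without ssNM-R 6 (0.00125) and in lsNM-R alone against mice (0.0145). Itgb3 passed with the same upper quartile (0.0423), DESeq2 (0.0452) and without lsNM-R 5 (0.00930).

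The paper reports more granulocytes and raised megakaryocyte genes in NM-R. For granulocytes it draws on MPO protein in sections and blots, estimated cell fractions and the RNA of Mpo, Ltf, Mmp9 and Cebpe. These genes were each higher past the threshold here too, and protein and cell fractions were not analysed. The marker lists of both were past the threshold with fry and without lsNM-R 5, but not with camera over all spleens. The 9 megakaryocyte genes named by the paper passed with camera over all spleens (median 2.14, adjusted p = 0.00841), but not with an estimated correlation (0.560). The paper also reports a raised red pulp macrophage gene set. The macrophage list used here had a median of -0.20 and passed under none of the alternatives. By gene set enrichment the paper found no significant change for iron and haem homeostasis. The lists of the iron and haem genes that it shows passed with fry (2.91e-05 and 0.0304) and under none of the other alternatives. The paper reports higher B cell genes in lsNM-R than in ssNM-R. The B cell list did not pass (median 0.29, camera adjusted p = 0.0579) except without ssNM-R 3, lsNM-R 4 or lsNM-R 5.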

Other observations

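In this part, the tests on splits of the spleens of either cohort and mice, on splits for the genes between the cohorts, on depth, on the shared dispersion, on age, on sex and on granulocyte stages were chosen only after the result was seen. Of the 84 splits of the 9 spleens into 6 and 3, only 1, the real one, gave any genes past the threshold in a fit of 2 groups (10099 genes), so an accident of grouping is excluded for the difference between NM-R and mouse. For ssNM-R and mouse (9773 genes) and for lsNM-R and mouse (9714 genes), 1 of the 10 splits, the real one, gave any, and with 10 splits the share cannot go lower. For gene lists the picture was different, since 16 of the 84 splits gave as many lists past the threshold as the real one (11 lists, up to 13 in another split). Apart from the real one, 7 of these had 2 mice in the group of 3 and 8 had 0, while the 45 splits with 1 mouse in it gave at most 9 lists, so such splits carry part of the species difference and leave open whether grouping alone gives as many lists. Species goes together with age, genome, gene models and 2 alignments in these libraries, and these cannot be separated.

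Between lsNM-R and ssNM-R, 4 of the 10 splits of the NM-R spleens gave as many genes with an unadjusted limma p under 0.05 as the real one (1138). With DESeq2, 4 of the 10 splits gave as many calls as the real one (57), namely 112, 140 and 142 in the others. The split with 112 calls, and 1448 genes at an unadjusted p under 0.05, follows the 2 depth classes among the NM-R libraries. On the 6 NM-R spleens alone DESeq2 called 16 genes, and 77 with the depth class as a term, 24 of the 57 among them. The depth class as a term in the fit of 9 spleens that gave the 57 left 54 of them past the threshold. All 54 kept their direction, which argues against depth as their whole cause. That holds only in part, because the 57 genes were chosen on these same spleens. The term also raised the number of calls to 245, so the number itself depends on the model. One dispersion per gene shared with the less variable mouse spleens was tested on 10 simulated data sets without a difference. The median SD within groups was 0.141 in mice and 0.224 in NM-Rs on the log2 scale, and DESeq2 made 13 to 39 calls (median 18.5), compared to at most 2 with limma. Every simulated data set gave fewer than 57, which argues against it as the whole cause only as far as the simulation holds, since other splits of the real spleens gave more, and it may account for some or many of the calls. With the age of the NM-Rs as a term in the same fit all 57 genes stayed past the threshold in the same direction, among 173 calls. This argues against a linear effect of age as their whole cause, with the same limit. The ages also overlapped, from 23 to 30 months in ssNM-R and from 23 to 29 in lsNM-R. Without lsNM-R 4, the only female, 19 of the 57 stayed past the threshold in males, so sex is not the whole cause for these. All 57 kept their direction in males, which argues against sex as the whole cause for the others too. That holds only in part, because the 57 genes were chosen on spleens that include these males. Why the others lost their call, sex or the loss of 1 spleen, cannot be told apart. Spleen size and colony stay open, as untested.

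For the gene lists between the cohorts, 6 of the 10 splits gave at least the 4 lists of the real one. The leading edge genes had their smallest camera p in the real split, 1 of 10, as the study picked them on it, and so did the granulocyte list, 1 of 10, while 5 of the 10 splits gave as small a p for the T cell list. With 10 splits, chance cannot be excluded for any of them.

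A larger share of granulocytes of every stage in NM-R would raise all markers of these cells. Of the 9 listed granulocyte genes 7 were higher and 2 lower past the threshold, Csf3r (log2 fold change -0.53, limma adjusted p = 0.00926) and Cxcr2 (-1.60), both chosen after their values were seen. More immature granulocytes and gene models of NM-R that collect fewer reads of these 2 genes cannot be told apart, because the gene models were not tested.

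In the table 351 genes were at 0 in all mice and 149 at 0 in all NM-Rs. A gene symbol missing from the mouse annotation was tested as the cause for the 28 genes with a symbol, 0 in all mice and a mean over 100 normalized counts in NM-Rs, the highest being Hla-Dra at 4032. Of these 8, or 28.6%, were missing from the annotation, compared to 999 of 8214 other genes with such a mean, or 12.2% (Fisher's exact test, p = 0.0159). The symbols of the 20 others were present in the annotation used here. Which annotation the authors counted with is not stated, and the 999 genes had reads in mice although missing. Whether a missing symbol is the cause therefore cannot be told from this test.

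The remaining lists are given as values. Between NM-R and mouse the median log2 fold changes were 1.53 for the liver list, 1.16 for pancreas, 1.77 for adipose tissue, 1.74 for skeletal muscle and 0.35 for mesothelium (camera adjusted p of 0.445, 0.429, 0.113, 0.633 and 0.637). Fry gave 0.130, 2.34e-05, 0.00137, 7.51e-04 and 0.303 in the same order, so pancreas, adipose tissue and skeletal muscle passed with it. With genes at the floor in 1 species set to their bound, the medians of liver, pancreas, adipose tissue and skeletal muscle were 1.53, 0.88, 1.77 and 1.66. The liver median was 0.81 without ssNM-R 6, the adipose median 1.18 without mouse 1, and the mesothelium median 0.08 without ssNM-R 6 and 0.73 without ssNM-R 2. The leading edge genes were lower in NM-R than in mouse, with a median of -0.82 (-0.72 with 2 genes at their bound), 9 genes higher and 31 lower (camera adjusted p = 0.0183). For lsNM-R against ssNM-R the medians were -0.40 for liver, -0.016 for pancreas, -0.44 for adipose tissue, -0.47 for skeletal muscle, 0.10 for mesothelium, 0.06 for plasma cells, -0.04 for NK cells, -0.016 for dendritic cells and -0.09 for cell cycle, with none past the threshold with all spleens. With 1 spleen left out, liver passed in 3 of the 6 fits (camera adjusted p = 0.00546 at a median of -0.92 without ssNM-R 2, 0.0364 without ssNM-R 3 and 0.0172 without lsNM-R 5), plasma cells without ssNM-R 3 (0.43, adjusted p = 0.00745), NK cells without ssNM-R 2 (-0.41, adjusted p = 0.0430) and skeletal muscle without lsNM-R 4 (-0.72, adjusted p = 0.0296).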
